# Environment-dependent striatal gene expression in the BACHD rat model for Huntington disease

**DOI:** 10.1038/s41598-018-24243-z

**Published:** 2018-04-11

**Authors:** Arianna Novati, Thomas Hentrich, Zinah Wassouf, Jonasz J. Weber, Libo Yu-Taeger, Nicole Déglon, Huu Phuc Nguyen, Julia M. Schulze-Hentrich

## Abstract

Huntington disease (HD) is an autosomal dominant neurodegenerative disorder caused by a mutation in the huntingtin (*HTT*) gene which results in progressive neurodegeneration in the striatum, cortex, and eventually most brain areas. Despite being a monogenic disorder, environmental factors influence HD characteristics. Both human and mouse studies suggest that mutant *HTT* (*mHTT*) leads to gene expression changes that harbor potential to be modulated by the environment. Yet, the underlying mechanisms integrating environmental cues into the gene regulatory program have remained largely unclear. To better understand gene-environment interactions in the context of *mHTT*, we employed RNA-seq to examine effects of maternal separation (MS) and environmental enrichment (EE) on striatal gene expression during development of BACHD rats. We integrated our results with striatal consensus modules defined on *HTT*-CAG length and age-dependent co-expression gene networks to relate the environmental factors with disease progression. While *mHTT* was the main determinant of expression changes, both MS and EE were capable of modulating these disturbances, resulting in distinctive and in several cases opposing effects of MS and EE on consensus modules. This bivalent response to maternal separation and environmental enrichment may aid in explaining their distinct effects observed on disease phenotypes in animal models of HD and related neurodegenerative disorders.

## Introduction

Huntington disease (HD) is an autosomal dominantly inherited neurodegenerative disorder caused by a polyglutamine expansion in exon 1 of the huntingtin gene (*HTT*)^1^. The mutation results in progressive neurodegeneration throughout the brain with strongest damages in the striatum which shows marked atrophy and loss of medium spiny neurons^2–4^. As a consequence, HD patients are burdened with motor deficits, cognitive impairments, and neuropsychiatric symptoms^1^.

The pathomechanical trajectory between mutant *HTT* (*mHTT*) and brain damage seems highly complex and different cellular functions have been implicated in mediating the toxicity. Previous studies in cell and animal models as well as human brains show that accumulation of *mHTT* leads to disturbed expression of genes associated with different neuronal functions^5,6^. Recently, these disturbances have been further explored in different HD mouse models carrying either fragment or full-length *mHTT*^7–10^, with respect to age and CAG length^11^, and also in BACHD (bacterial artificial chromosome HD) rats^12^.

Adding to the complexity, HD and related neurodegenerative disorders including Alzheimer disease, Parkinson’s disease, and Amyotrophic lateral sclerosis have been associated with environmental factors that bivalently correlate with disease risk and characteristics^13–16^. Previous studies in animal models showed positive effects on HD-like phenotypes through enriched housing, cognitive enrichment, and exercise. Specifically, enriched environments caused expression changes of distinct genes^17^, influenced markers of brain pathology^9,18–21^, altered behavioural^19,22–25^ as well as other parameters such as survival rate and body weight^26^. On the other hand, worsening of disease phenotypes in mouse models of HD was observed for various stressors. While acute stress led to increased depressive-like behaviour^19^ and impaired memory acquisition^25^, chronic stress affected olfactory sensitivity^27^ and accelerated memory deficits^28^. Despite the increasing body of evidence that environmental effects influence HD phenotypes in animal models, little is known about how these environmental cues are integrated into the gene regulatory program.

Towards a better understanding of these mechanisms, we examined interactions between environment and genotype in BACHD rats expressing full-length human *mHTT* and exhibiting motor impairments, cognitive deficits, emotional changes, and characteristic neuropathology of HD^29–32^. Given the greater sensitivity of the brain to environmental changes and challenges during development with known consequences for later stages in life^33–35^, we manipulated the rearing environment of BACHD rats in early life through maternal separation and environmental enrichment, respectively. While one group of rat pups was repeatedly separated from their mothers during the first 14 days of life to implement the stress paradigm, the other group was housed in the enriched environment from weaning till adulthood. As both environmental conditions are known to affect brain function and induce gene expression changes in wildtype animals^33–36^, subsequent profiling of the striatal transcriptome of wildtype and BACHD rats using RNA-seq enabled comprehensive analyses of gene expression changes in the context of *mHTT* and their modulations through the respective environmental paradigm.

## Results

### Full-length mutant *HTT* disturbed striatal gene expression depending on the environment

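Striatal RNA was sequenced from 36 male rats at 2 months of age, 6 in each of 6 groups. The groups combined the genotypes wildtype (WT) and BACHD transgenic (TG) with the standard environment (SE), the enriched environment (EE) and maternal separation (MS), which the sample labels abbreviate as ELS. BACHD rats carry the human mutant huntingtin gene on a bacterial artificial chromosome. The authors aligned paired-end reads with STAR to the Ensembl rat genome extended by the human *HTT* transgene and deposited raw counts per Ensembl gene, without normalization. The table holds 23965 genes, none of them a separate human *HTT* gene, and the paper's text refers to raw counts provided by DESeq2 and names no other program for counting reads per gene. Total counts per library had a median of 12890153 in WT_SE_ (range 10684845 to 19284439), 12163152 in TG_SE_ (10785669 to 13423957) and 12975854 in WT_EE_ (9895073 to 15307438). The medians of the remaining groups were 12581333 in TG_EE_ (11915538 to 13447857), 12274947.5 in WT_MS_ (11349848 to 13136133) and 12856614.5 in TG_MS_ (12242477 to 13533392). The paper gives its depth as about 15 to 25 M reads sequenced per library, whereas these totals are the counts on genes, and all values given here use the counts. Libraries are numbered from 1 to 36, and each run of 6 consecutive numbers holds 1 animal of every group. Genes are listed by Ensembl identifier without a symbol, so the genes that the paper names, *HTT* included, were not analysed individually here.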

In order to assess the impact of environmental conditions on gene expression in the context of *mHTT*, we used a BAC transgenic rat model that expresses the full-length human *mHTT* gene with 97 polyQ repeats (BACHD)^29^ and exposed groups of animals (n=6 each) to either a standard environment (SE), enriched environment (EE), or maternal separation (MS) before profiling their striatal transcriptome using deep-sequencing of polyA-enriched RNA.

The enriched environment was set-up as a combination of larger cages with a cohort of eight animals supplied with nesting and bedding material as well as repeatedly rearranged toys for a total period of six weeks after weaning (Supplementary Fig. S1). In a second cohort, pups were separated daily for 4 h from their mothers from day 1 to 14 after birth. Afterwards, till the age of nine weeks, they were housed in the standard environment like the control group with four animals per standard cage (Supplementary Fig. S1). Body weight for animals in all experimental groups increased significantly over time with no observable difference between WT and BACHD (TG) animals (Supplementary Fig. S2) as shown before^29^. While rats in the MS group had a lower weight relative to the SE groups (Supplementary Fig. S2A), there were no significant body weight differences between the EE and SE groups (Supplementary Fig. S2B). Comparing MS to SE, animals showed an age effect (F_(5,168)_=1190; *p*<0.0001) as well as a treatment effect (F_(1,168)_=27.48; *p*<0.0001), but no genotype differences. Additionally, there were no significant interactions indicating that treatment effects were unspecific for age or genotype. Comparing EE to SE, animals showed an effect of age (F_(5,168)_=996.9; p<0.0001), but not of treatment, genotype, or their interaction.

Using an experimental design that describes all six animal groups with respect to genotype (wildtype, WT; transgenic, TG) and environmental condition (SE, EE, and MS) and modelling gene expression as a function of genotype, environment, and their interaction allowed determining differentially expressed genes across all pair-wise comparisons (Fig. 1a).

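The counts of all 36 animals were fitted together with edgeR's quasi-likelihood method, with 1 mean per group, which is equivalent to genotype, environment and their interaction. Counts were scaled by TMM normalization, and surrogate variables estimated from the counts entered the model as covariates. Each pair-wise comparison was a contrast of 2 group means, and p-values were adjusted by the Benjamini-Hochberg procedure over all genes tested. A gene was called a DEG at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 0.3, the thresholds of the paper. *Msantd1*, which the authors excluded by hand, could not be identified without gene symbols and was not excluded. The procedure was tested on simulated counts in which 200 genes were changed in TG_EE_ alone. In TG_EE_/WT_EE_, 93 of 100 genes changed by 0.5 on the log2 scale and 100 of 100 genes changed by 1 were called, together with 7 unchanged genes.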

**Figure 1:**
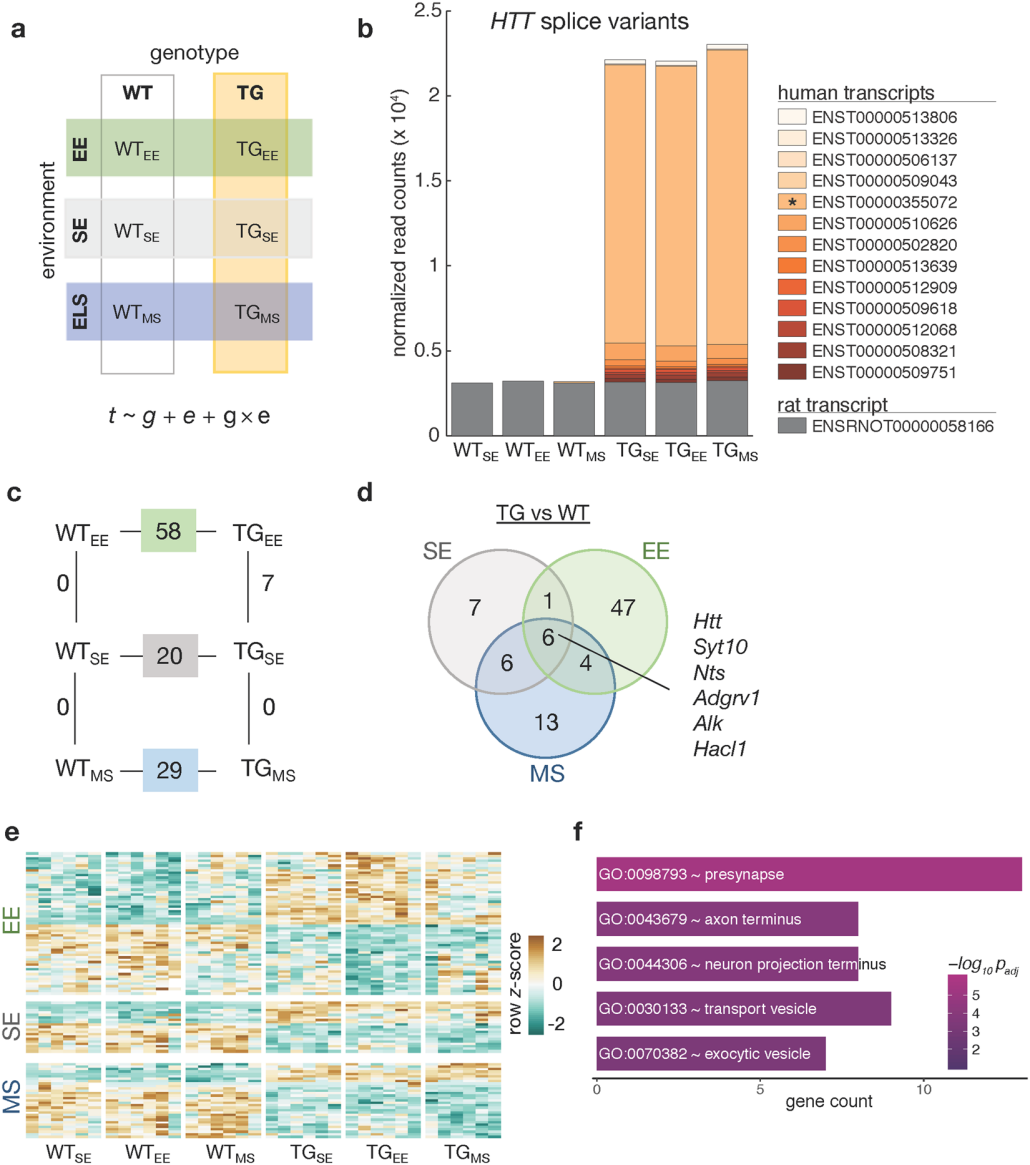
Full-length *mHTT* disturbed the striatal transcriptome. (**a**) Schematic diagram of six experimental groups in a 2 × 3 factorial design based on two genotypes (WT, TG) and three environmental conditions (SE, EE, MS) that was used to reveal effects of environmental enrichment and maternal separation on the striatal transcriptome of 2-month-old WT and BACHD rats. Gene expression (*t*) was modelled as a function of genotype (*g*), environment (*e*), and their interaction (*g* × *e*). (**b**) Composition and expression level of rat and human *HTT* splice variants in the striatum of 2-month-old rats with respect to genotype and environmental condition. (**c**) Diagram showing number of differentially expressed genes between main comparisons in the factorial design. (**d**) Venn diagram showing overlaps of differentially expressed genes between BACHD and WT animals in each of the tested environmental conditions. (**e**) Heatmap of hierarchically clustered *z*-scores across all experimental groups for differentially expressed genes that were identified in comparing TG_SE_/WT_SE_, TG_EE_/WT_EE_, and TG_MS_/WT_MS_. (**f**) Overrepresented Gene Ontology terms of merged differentially expressed genes in TG_SE_/WT_SE_, TG_EE_/WT_EE_, and TG_MS_/WT_MS_.

Specifically, examining levels of endogenous as well as *mHTT* firstly, we observed no change in the endogenous rat transcript but an intriguing addition of human transcripts in transgenic animals irrespective of the environmental condition (Fig. 1b). The human protein-coding isoform spanning all 67 exons represented the largest fraction. In total, a ~7-fold increase of *HTT* expression was observed, in contrast to the 4.5-fold increase previously reported^29^ which likely results from the more sensitive RNA-seq as well as the alignment against the *mHTT* construct-extended rat genome compared to the previous microarray-based interrogation of the transcriptome.

In addition, overexpression of *mHTT* led to 20 differentially expressed genes (DEGs) in the striatum in the standard environment (TG_SE_/WT_SE_), 58 DEGs under environmental enrichment (TG_EE_/WT_EE_), and 29 DEGs after maternal separation (TG_MS_/WT_MS_) (Fig. 1c). 

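In TG_SE_/WT_SE_, 27 genes were called, 7 of them higher and 20 lower in TG animals, with a median absolute log2 fold change of 0.46. In TG_EE_/WT_EE_, 52 genes were called, 22 higher and 30 lower in TG animals, with a median absolute log2 fold change of 0.42. In TG_MS_/WT_MS_, 17 genes were called, 7 higher and 10 lower, with a median of 0.58. The number of genes with an unadjusted p under 0.05 was 780 in SE, 1446 in EE and 932 in MS, and 5% of the tested genes is 633. At least as many were found in 28 of 100 groupings of the same 12 animals for SE, in 1 of 100 for EE and in 5 of 100 for MS, the real grouping included. With each of the 12 animals of a comparison left out in turn, 14 to 29 genes were called in SE, 27 to 57 in EE and 9 to 21 in MS. Across these fits, 11 genes were called every time in SE, 17 in EE and 7 in MS. The alternative that moved the SE count most was a covariate for the 6 runs of consecutive library numbers in place of the surrogate variables, with 144 genes called in SE, 46 in EE and 21 in MS.

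**Figure D1:**
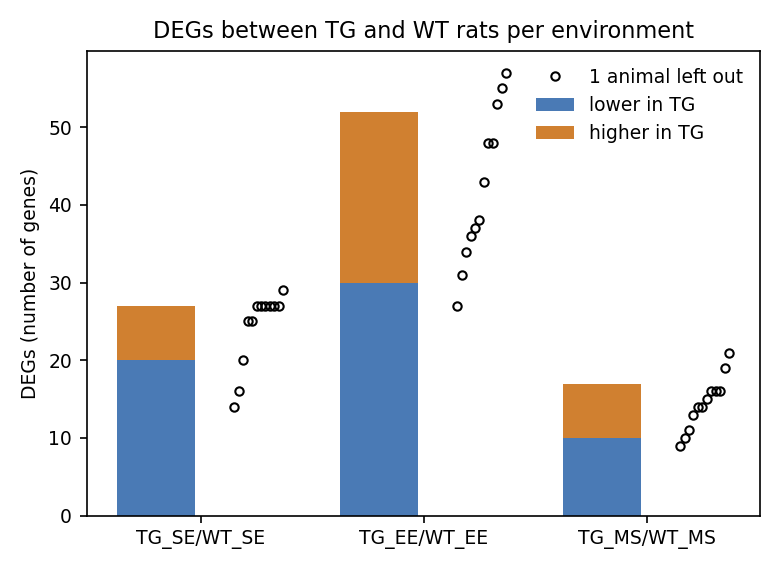
Number of DEGs (y axis, genes) in the TG/WT comparison of each environment (x axis), as bars divided into genes lower and higher in TG animals, with open circles for the 12 fits that each left out 1 animal. The bars reach 27, 52 and 17 genes, and the circles of EE lie between 27 and 57.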

In these three comparisons, six common DEGs were consistently identified irrespective of the environmental condition (Fig. 1d). 

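Of the 70 genes called in any of the 3 TG/WT comparisons, 9 were called in all of them, 3 higher and 6 lower in TG animals. Another 4 genes were called in SE and EE, 3 in SE and MS and 1 in EE and MS. Among the alternatives, the number called in all 3 comparisons ranged from 6 to 14. The common genes are known here by Ensembl identifier only, and the pair described was chosen after the values were seen. *Msantd1* was not excluded here and may be among the common genes. The paper states that its change likely stems from its sequence being part of the transgenic construct. ENSRNOG00000010867 had the largest rise. It reached 719 ± 218 normalized counts (SD, n = 6) in TG_SE_ against 61.8 ± 6.90 (n = 6) in WT_SE_, 898 ± 168 in TG_EE_ against 65.2 ± 10.5 in WT_EE_, and 808 ± 83.8 in TG_MS_ against 69.2 ± 11.9 in WT_MS_. Averaged over the environments, its log2 fold change was 3.57 (standard error 0.07, adjusted p = 6.24e-28), an 11.8-fold difference. ENSRNOG00000004179 was lower in TG animals, with 35.7 ± 13.4 normalized counts (SD, n = 6) in TG_SE_ against 115 ± 17.4 in WT_SE_, 31.7 ± 14.8 in TG_EE_ against 121 ± 54.2 in WT_EE_, and 46.1 ± 22.8 in TG_MS_ against 140 ± 17.9 in WT_MS_. The averaged log2 fold change was -1.91 (standard error 0.13, adjusted p = 4.27e-12). In WT_EE_, 1 animal had 228 normalized counts of this gene and the next highest 118.

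**Figure D2:**
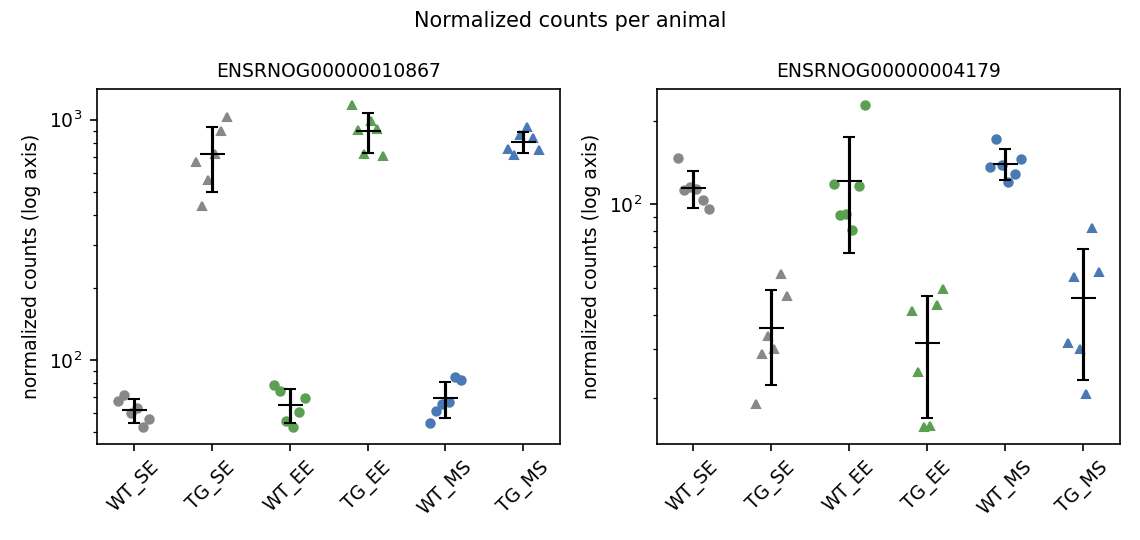
Normalized counts (y axis, log scale) of ENSRNOG00000010867 and ENSRNOG00000004179 in each animal (points, circles for WT and triangles for TG) by group (x axis), with the mean and SD of 6 animals. Every TG animal lies above every WT animal for the former gene, and the WT_EE_ animal at 228 stands apart for the latter.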

Besides *HTT*, *Alk* was up- and *Syt10*, *Nts*, *Hacl1*, and *Adgrv1* downregulated (Supplementary Fig. S3). For the latter, we identified a transcript isoform-specific downregulation (Supplementary Fig. S3b).

While the relatively small overlap of only six genes suggested an environment-dependent modulation of the *mHTT*-induced disturbances, most genes showed similar trends of expression changes across the environmental conditions (Fig. 1e). Therefore, merging the DEGs of all three TG/WT comparisons allowed investigating the general transgenic effect on cellular functions resulting in overrepresented Gene Ontology terms including *presynapse*, *axon terminus*, *neuron projection terminus*, *transport vesicle*, and *exocytic vesicle* (Fig. 1f) that were in line with previous findings^6^.

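Of the 70 genes called in at least 1 TG/WT comparison, 58 changed in the same direction in all 3 environments. The 38 genes called in EE alone had a median log2 fold change, in the direction of their call, of 0.41 in EE, 0.19 in SE and 0.18 in MS. Of these, 36 had the same direction in SE and 27 in MS. The 11 genes called in SE alone had a median of 0.44 in SE, 0.17 in EE and 0.19 in MS, with the same direction in 11 and 10 genes. The 4 genes called in MS alone had a median of 0.80 in MS, 0.39 in SE and 0.28 in EE and kept their direction in both. Across the genes called in any comparison, the log2 fold changes in SE and EE had a Pearson r of 0.900 and a Spearman rho of 0.699, those in SE and MS 0.953 and 0.890, and those in EE and MS 0.861 and 0.674. These correlations are across genes, which are not independent replicates, although no animal is part of more than 1 of the comparisons. Across all 12657 genes tested, Pearson's r was 0.217 for SE and EE, 0.286 for SE and MS and 0.263 for EE and MS. Across the 12587 genes not called in any comparison, it was 0.0986, 0.179 and 0.161. Without surrogate variables, the share of called genes with 1 direction in all environments fell to 52.6% from 82.9%. From the small overlap between the comparisons, the paper proposes that the environment modulates the disturbances induced by *mHTT*, and it states that most genes nevertheless showed similar trends.

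**Figure D3:**
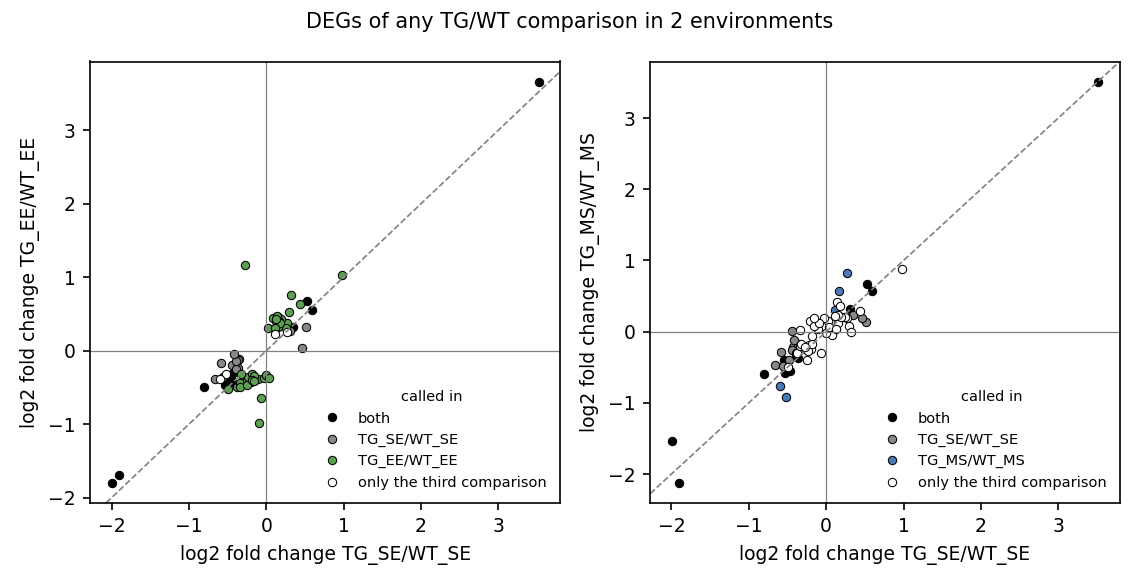
Log2 fold change in TG_SE_/WT_SE_ (x axis) against that in TG_EE_/WT_EE_ (left, y axis) and TG_MS_/WT_MS_ (right, y axis) for the 70 genes called in any comparison, coloured by the comparison that called them, with the line of equal change dashed. In the left plot 97.1% of the genes have the same sign on both axes, in the right plot 85.7%.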

### Early changes in striatal gene expression agree with dysregulation in later stages

To relate these DEGs, identified at an early age, to later changes in the context of HD, we compared them with striatal DEGs of 12-month-old BACHD rats^12^. When comparing gene expression changes under SE conditions between 2 and 12 months of age for the 109 DEGs identified at the later time point, similarities of dysregulation were observed (Fig. 2b). The strongest correlation was found for *Syt10*, *Nts*, and *Adgrv1* that showed differential expression across all three environmental treatments (Fig. 2a), suggesting these genes to represent characteristic markers for early *mHTT* disease unfolding irrespective of environmental condition.

**Figure 2:**
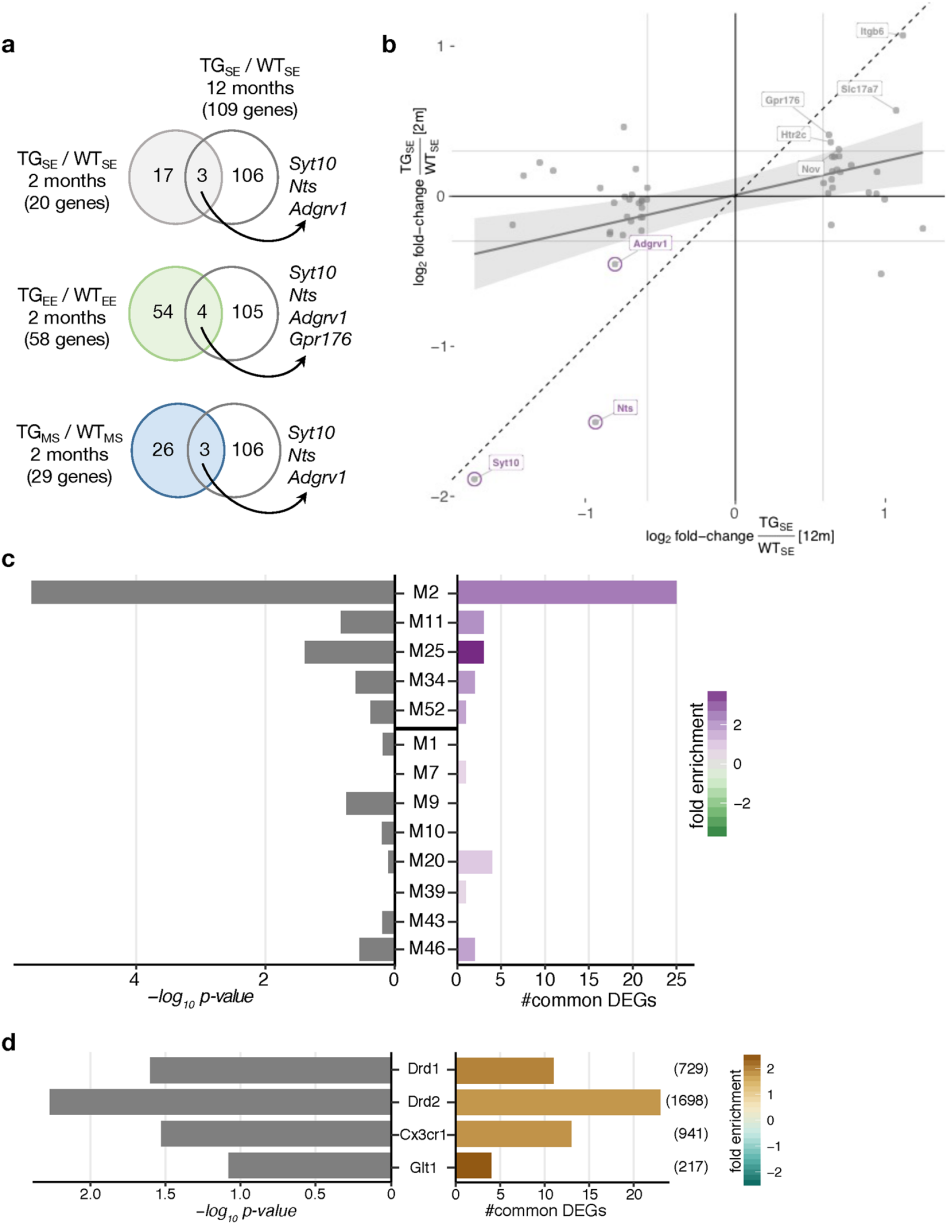
Later-state dysregulation of striatal gene expression induced by *mHTT* surfaced early on. (**a**) Venn diagram comparing differentially expressed genes in 2-month-old BACHD rats housed in one of the three tested environmental conditions with 12-month-old BACHD rats housed in the standard environment^12^. (**b**) Scatter plot of gene expression changes between WT and BACHD rats at 2 months (*x*-axis) and 12 months of age (*y*-axis). Striatal DEGs in 12-month-old BACHD rats^12^ plotted in grey. Striatal DEGs also identified in 2-month-old rats labelled in purple. Linear regression line with standard error shown in grey. Dashed line represents ordinary diagonal. Grey labels indicate DEGs that reached significance in 12-month-old but not in 2-month-old rats. (**c**) Enrichment of DEGs in 2-month-old rats (TG/WT for all three environments) for genes in HD consensus modules^11^. Genes in the upper five modules are downregulated and in the lower eight modules upregulated in a CAG length-dependent manner. Bars show *p*-values of two-sided Fisher’s exact test and number of common genes. (**d**) Enrichment of DEGs in 2-month-old rats (TG/WT for all three environments) for distinct striatal cell types characterized by sorting *Drd1*-, *Drd2*-, *Glt1*-, and *Cx3cr1*-positive striatal cells in mice. Number of cell type-specific genes (p_*adj*_ < 0.1) indicated in brackets on right. Bars show *p*-values of two-sided Fisher’s exact test and number of common genes.

To further explore these age-dependent effects, we integrated our data with available data from striatal consensus modules based on *HTT*-CAG length and age-dependent gene co-expression networks^11^. The most significant enrichment of DEGs in these modules was observed for module M2, M11, and M25, which contain genes that become increasingly downregulated with CAG length and age (Fig. 2c). Module M2 contains genes involved in *cAMP signalling*, while modules M11 and M25 are enriched for glia-related genes^11^.

The link to glia-related disturbances was further supported by comparing DEGs in BACHD rats to genes attributed to distinct striatal cell types in mouse. Differential expression in BACHD rats correlated significantly with the expression of their orthologous genes in *Glt1*-, and *Cx3cr1*-positive striatal cells in mice (Fig. 2d). In these cell type-specific comparisons, the most significant enrichment was found between BACHD DEGs and genes attributed to striatal medium spiny neurons sorted by *Drd2* (Fig. 2d), in line with the critical role of this cell type in the context of *mHTT *^37^.

### Genotype-dependent activation of genes in response to environmental enrichment

Having integrated early striatal gene expression changes in BACHD rats with age-dependent aspects of HD, we next explored the impact of environmental changes in wildtype and transgenic rats. 

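In WT animals, 0 genes were called in WT_EE_/WT_SE_, where the smallest adjusted p was 0.152 and 762 genes had an unadjusted p under 0.05. In WT_MS_/WT_SE_, 0 genes were called, the smallest adjusted p was 0.447 and 777 genes had an unadjusted p under 0.05. Some alternatives changed these calls. DESeq2 with the same surrogate variables called 2 genes in WT_EE_/WT_SE_, and without surrogate variables it called 1. In WT_MS_/WT_SE_, DESeq2 without surrogate variables called 60 genes, 59 of them lower after MS, and edgeR with a covariate for runs of consecutive libraries called 50, of which 49 were lower.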

Intriguingly, neither MS nor EE led to any differentially expressed genes in the striatum of WT rats (Fig. 3a). Genes such as *Oprk1*, *Nrxn1*, and *Nfia*^38,39^ that are known to be responsive to early life stress showed trends of differential expression (Supplementary Fig. S4). Other markers such as *Bdnf* and *Il1b* showed very low expression in the striatum making conclusive results difficult to derive (Supplementary Fig S4). In TG animals, no DEGs were identified upon MS, however, seven genes (*Ankrd13b*, *Clcf1*, *Dnajc30*, *LOC681*2*8*2, *Nr1d1*, *Slc22a3*, and *Syndig1l*) were significantly upregulated upon EE (Fig. 3a,b). 

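In TG_MS_/TG_SE_, 0 genes were called with a smallest adjusted p of 1, and 523 genes had an unadjusted p under 0.05. In TG_EE_/TG_SE_, 0 genes were called, the smallest adjusted p was 0.916 and 386 genes had an unadjusted p under 0.05. The numbers at an unadjusted p under 0.05 depended on the covariates. Without surrogate variables they were 1171 for MS and 1116 for EE. With runs of consecutive libraries as covariate they were 1536 for MS and 1543 for EE. Of 32 groupings within the runs, 1 reached the number for MS, the real one, and 7 reached that for EE. The paper allocated whole litters to 1 environment, so these groupings cannot tell an effect of the environment from differences between litters. The count in TG_EE_/TG_SE_ remained 0 in the 12 fits that each left out 1 animal. DESeq2 without surrogate variables called 10 genes in TG_EE_/TG_SE_, and all 10 were higher in TG_EE_. In the edgeR fit with surrogate variables, these 10 genes had the same direction and 8 had an unadjusted p under 0.05. They were called in the same animals, so this is not an independent test. In simulated counts, 85 of 100 genes changed by 0.5 on the log2 scale in TG_EE_ alone were called in TG_EE_/TG_SE_. The simulation changed 200 genes at once and none by less than 0.5. This share may therefore not apply where only a few genes change or where changes are smaller. The genes that the paper lists for this comparison were not analysed individually, because the counts carry no gene symbols.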

We confirmed this genotype-specific response with qPCR on *Nr1d1* as a representative of their activation pattern (Fig. 3c).

**Figure 3:**
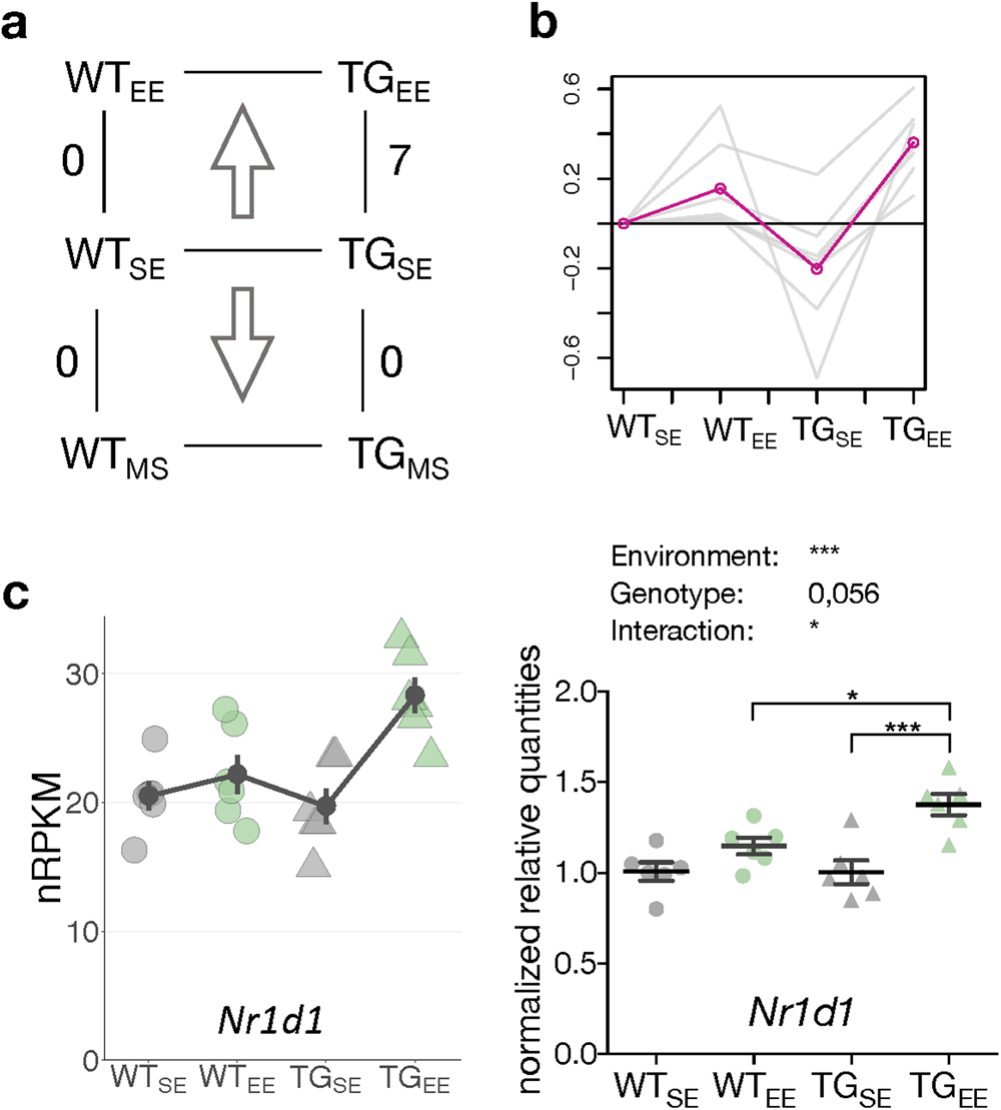
Environmental enrichment activated genes specifically in transgenic animals. (**a**) DEGs comparing WT and TG rats in EE and MS. (**b**) Gene expression profiles of seven DEGs in TG_EE_/TG_SE_ relative to WT_SE_ across four experimental groups. Mean profile in pink. (**c**) Left panel shows expression level for *Nr1d1* plotted as individual data points with mean ± SEM. Right panel shows quantitative PCR data for *Nr1d1* as normalized quantities relative to WT_SE_ (n = 6 mice per group) plotted as individual data points with mean ± SEM. Two-way ANOVA was performed followed by Tukey’s multiple comparisons test. *p < 0.05, ***p < 0.001.

### Environmental enrichment modulated several genes against their later-stage trend of dysregulation

After having explored the transgenic and environmental impact on the striatal transcriptome individually, we studied their combined influence in order to assess environment-dependent modulation of gene expression changes in the context of *mHTT*. Focusing on the 58 DEGs in TG_EE_/WT_EE_ and comparing them to the 20 DEGs found in TG_SE_/WT_SE_, seven overlapped (class I), while 13 were exclusively identified in SE (class II), and 51 DEGs were exclusively found in EE (class III) (Fig. 4a). 

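By the same grouping, 13 genes were called in both TG_SE_/WT_SE_ and TG_EE_/WT_EE_ (class I), 4 of them higher and 9 lower in TG animals. Class II, called in SE but not in EE, held 14 genes, of which 3 were higher and 11 lower in TG animals. Class III, called in EE but not in SE, held 39 genes, of which 18 were higher and 21 lower. The number of genes in a class depended on the settings and ranged across the alternatives from 7 to 22 for class I, from 6 to 128 for class II and from 10 to 107 for class III. In class I, the median log2 fold change between TG and WT animals, in the direction of the call, was 0.53 in SE and 0.46 in EE.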

To better understand the characteristics of the genes in these classes, their expression profiles were clustered (Fig. 4b). Class I was enriched for the GO term *response to metal ion*, and class II for *ion channel binding* (Fig. 4b,c). 

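Of the 14 class II genes, 12 (85.7%) had a TG_EE_/TG_SE_ change opposite to their TG_SE_/WT_SE_ change. The class was selected in the same animals, which alone favours such a share. With EE and SE redrawn at random within each genotype, a share as high was found in 59 of 100 groupings. The median TG_EE_/TG_SE_ log2 fold change in the direction of the transgenic effect was -0.08, and 2 of the genes had an unadjusted p under 0.05 in TG_EE_/TG_SE_. The median TG/WT log2 fold change went from 0.40 in SE to 0.21 in EE. In WT animals the fit with surrogate variables gave a median change of 0.14 in the direction of the transgenic effect. Averaged over the 3 genes higher in TG animals, the log2 ratio to WT_SE_ was 0.22 ± 0.08 (SD, n = 6) in TG_SE_, 0.05 ± 0.14 in TG_EE_, -0.05 ± 0.19 in WT_SE_ and -0.20 ± 0.13 in WT_EE_. For the 11 genes lower in TG animals it was -0.28 ± 0.16 in TG_SE_, -0.28 ± 0.14 in TG_EE_, -0.02 ± 0.14 in WT_SE_ and -0.06 ± 0.13 in WT_EE_. These ratios come from normalized counts without surrogate variables. In them the genes higher in TG animals moved against the transgenic effect in WT animals, and the difference between TG_SE_ and TG_EE_ was smaller than the spread between animals for the genes lower in TG animals. An unadjusted p under 0.05 for the difference between the transgenic effects in EE and SE was reached by 6 of the 14 genes, and 0 passed the adjusted threshold.

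**Figure D4:**
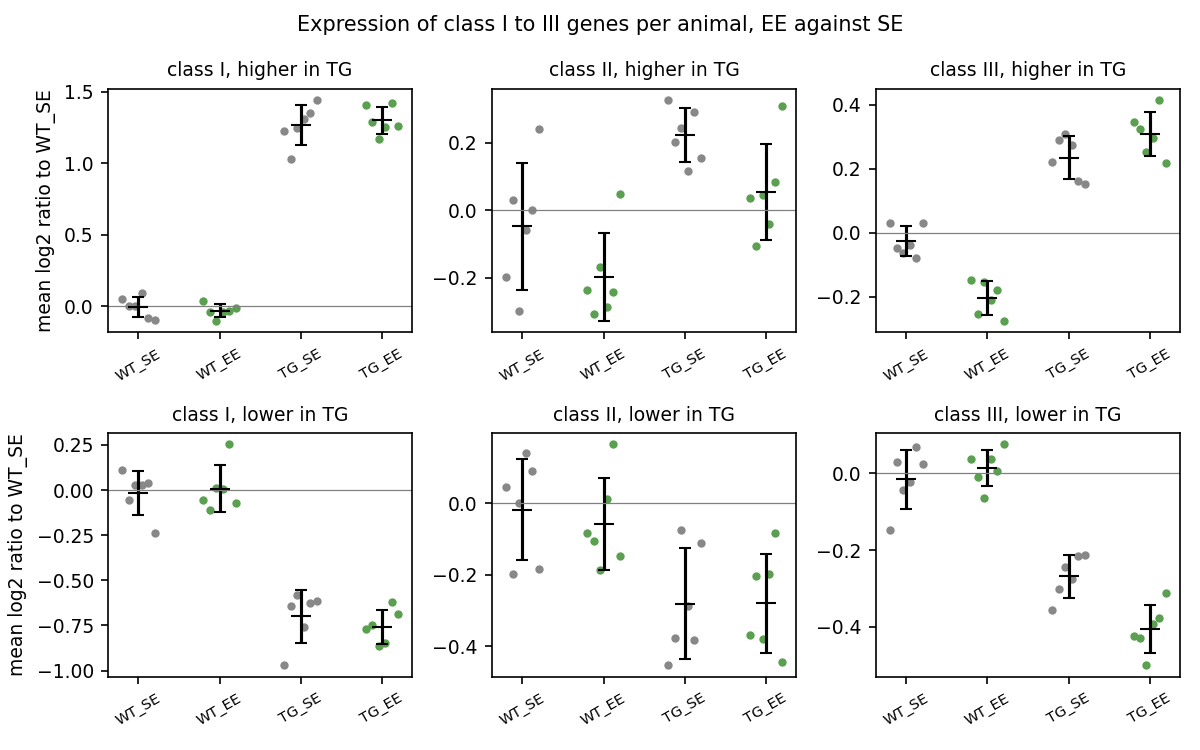
Mean log2 ratio of normalized counts to WT_SE_ (y axis) over the genes of class I, II and III, higher (top) or lower (bottom) in TG animals, for each animal (points) of WT_SE_, WT_EE_, TG_SE_ and TG_EE_ (x axis), with the mean and SD of 6 animals. The 11 class II genes lower in TG animals lie at -0.28 in both TG groups.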

The class II expression profile reflects the intuitive amelioration, yet no complete prevention, of disturbed gene expression through the EE. Class III contained genes overrepresented for the GO terms *synaptic vesicle*, *Golgi membrane*, and *presynapse* (Fig. 4b,c) and stronger differential expression in EE than in SE, counter-intuitive to a protective influence at first glance.

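Of the 39 class III genes, 32 (82.1%) changed in TG_EE_/TG_SE_ in the direction of their transgenic effect. The median log2 fold change was 0.11 in that direction. This class too was selected in the same animals. With EE and SE redrawn at random within each genotype, a share as high was found in 80 of 100 groupings. In WT animals, 31 of the 39 changed in the opposite direction under EE, with a median of -0.16. The median TG/WT log2 fold change was 0.18 in SE and 0.41 in EE. The 18 genes higher in TG animals had a mean log2 ratio to WT_SE_ of -0.03 ± 0.05 (SD, n = 6) in WT_SE_, -0.20 ± 0.05 in WT_EE_, 0.24 ± 0.07 in TG_SE_ and 0.31 ± 0.07 in TG_EE_. The 21 genes lower in TG animals had ratios of -0.02 ± 0.08 in WT_SE_, 0.01 ± 0.05 in WT_EE_, -0.27 ± 0.06 in TG_SE_ and -0.41 ± 0.06 in TG_EE_. For 11 of the 39 genes the transgenic effects in EE and SE differed at an unadjusted p under 0.05, and for 0 at the adjusted threshold.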

**Figure 4:**
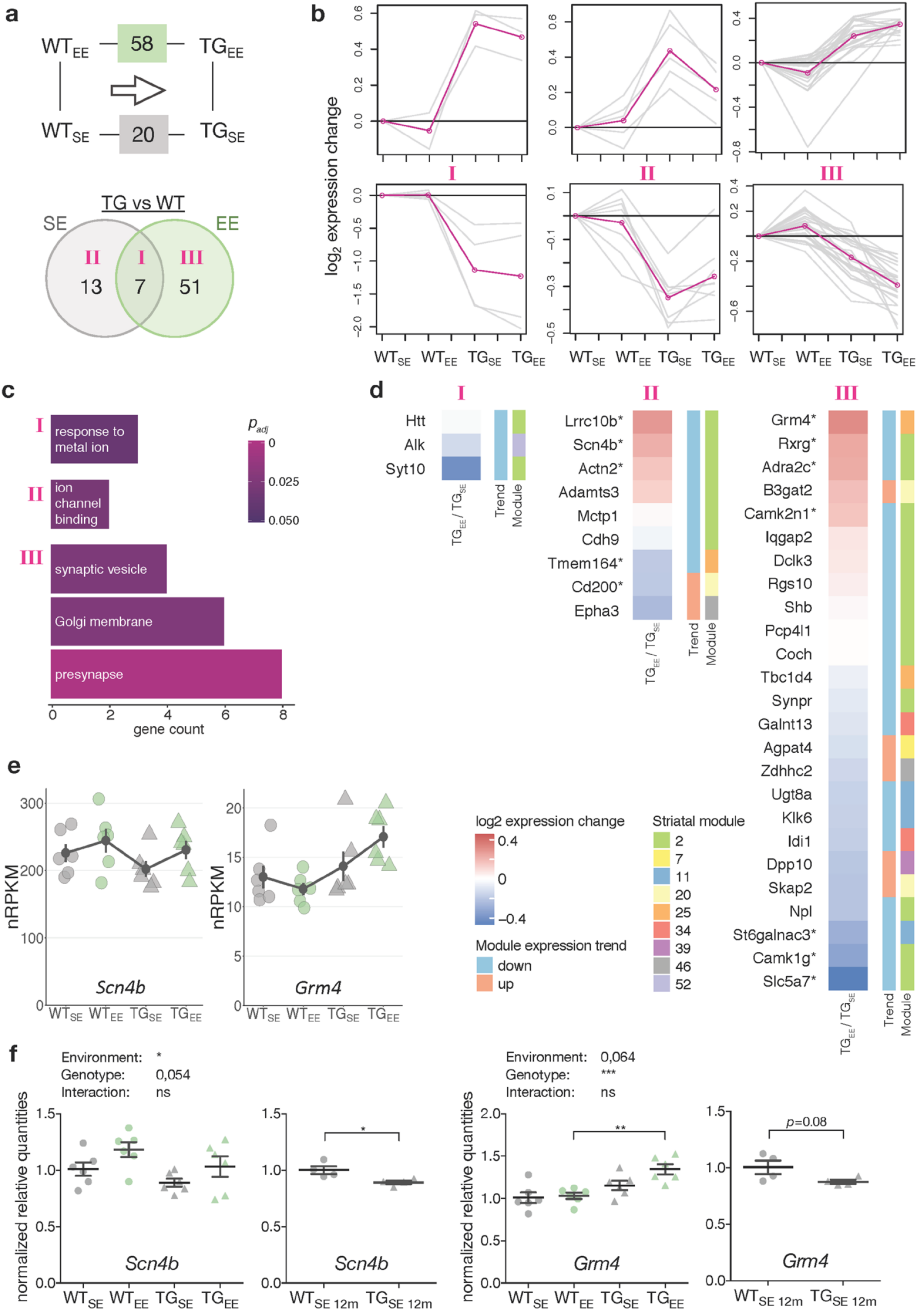
Environmental enrichment modulated striatal expression of disturbed genes. (**a**) Schematic and Venn diagram comparing number of DEGs between TG_SE_/WT_SE_ and TG_EE_/WT_EE_. Roman numbers indicate sets analysed individually in (**b**). (**b**) Cluster analysis of the subsets of DEGs in (**a**) using *k*-means on gene expression ratios relative to WT_SE_ across four experimental groups. Grey lines indicate expression changes per gene, pink lines cluster centroids. (**c**) Gene count and significance of overrepresented Gene Ontology terms for subsets of DEGs in (**a**). (**d**) Subsets of DEGs in (**a**) plotted with respect to their expression change between TG_EE_/TG_SE_, consensus module association and trend^11^. DEGs with no module information omitted. Rows sorted by mean expression change. Asterisks indicate DEGs with *p*-value < 0.05 when comparing TG_EE_/TG_SE_. (**e**) Expression levels for *Scn4b* and *Grm4* plotted as individual data points with mean ± SEM. (**f**) Quantitative PCR data for *Scn4b* and *Grm4* shown as normalized quantities relative to WT_SE_ (n = 6 and n = 4 rats per group in 2-month-old and 12-month-old cohorts, respectively) plotted as individual data points with mean ± SEM. Significance determined by two-way ANOVA followed by Tukey’s multiple comparisons test for the 2-month-old cohort, and unpaired two-tailed *t*-test for the 12-month-old cohort. *p < 0.05, **p < 0.01, ***p < 0.001.

To interpret these modulations through the EE, we compared the DEGs in these classes with their associated consensus module characteristics^11^. For most DEGs in class II the modulating effect of the EE between TG_EE_/TG_SE_ was indeed against their associated module trend, further supporting the intuitive ameliorating effect (Fig. 4d). Intriguingly, the modulation of expression changes through the EE in class III, in particular on upregulated genes, was against the predicted changes according to the consensus modules, too (Fig. 4d). This result resolves the contradiction of alleged aggravated disturbances and renders the EE-induced modulations into ameliorations against the age trend.

To validate these results, gene expression changes were measured for selected candidates in 2- and 12-month-old rats using quantitative PCR. In line with the computationally predicted expression changes, *Scn4b* in class II and *Grm4* in class III were downregulated at 12 months (Fig. 4e,f), and showed less downregulation at 2 months of age in EE conditions (Fig. 4e,f).

Maternal separation aggravated expression changes of some genes towards their later-stage level of dysregulation.

After exploring EE-induced modulations, we next focused on the impact of MS on *mHTT*-induced striatal gene expression disturbances. 

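Without a minimum fold change, an adjusted p of at most 0.1 was reached by 26 genes in TG_MS_/WT_MS_ and by 42 in TG_SE_/WT_SE_. The TG_MS_/WT_MS_ count was among the results that moved with the settings. It was 9 without surrogate variables, 31 with 2 surrogate variables, 33 with DESeq2 and the same surrogate variables, and 47 among the 11424 genes with at least 50 counts in every sample. The called genes had absolute log2 fold changes from 0.30 to 3.51.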

Compared to 20 DEGs in TG_SE_/WT_SE_, 29 DEGs were identified in TG_MS_/WT_MS_ (Fig. 5a). Similar to the approach described for the EE, we grouped the three subsets of genes (class I, II, III) based on overlaps between both comparisons (Fig. 5b). 

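Between TG_SE_/WT_SE_ and TG_MS_/WT_MS_, 12 genes were shared (class I), 4 of them higher and 8 lower in TG animals. Another 15 genes were called in SE but not after MS (class II), and 5 genes were called after MS but not in SE (class III). In class I the median TG/WT log2 fold change in the direction of the call was 0.54 in SE and 0.58 after MS.

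**Figure D5:**
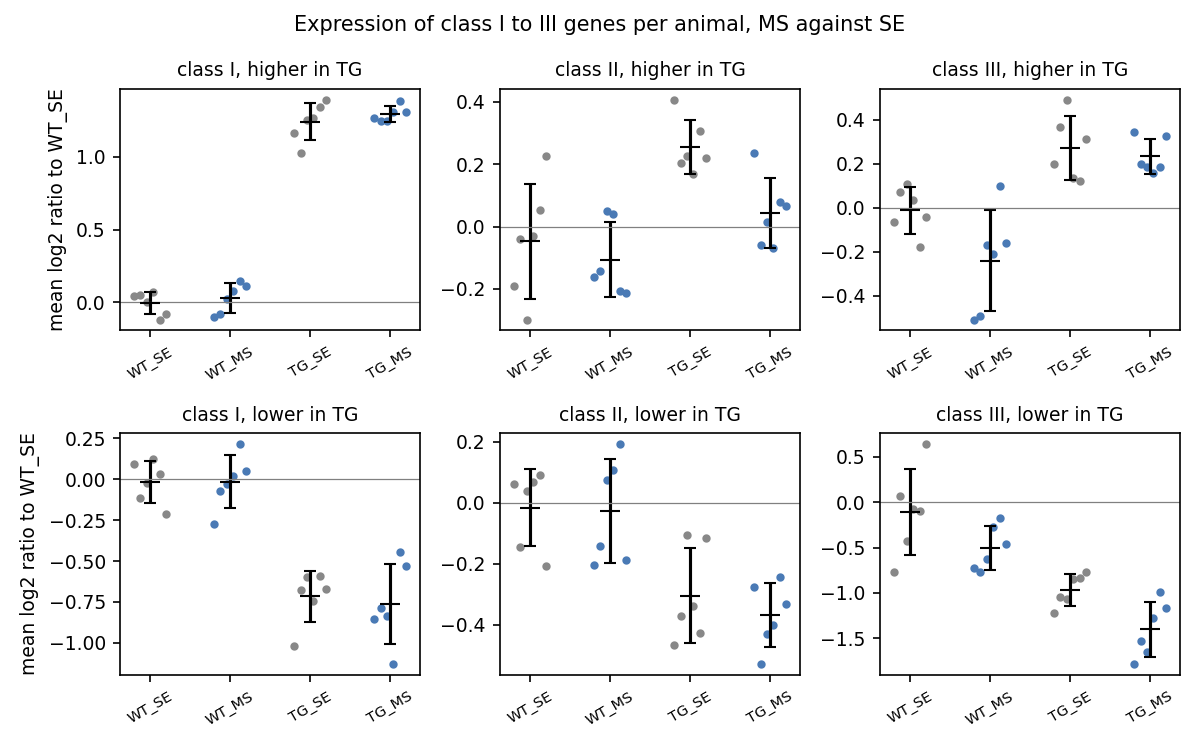
Mean log2 ratio of normalized counts to WT_SE_ (y axis) over the genes of class I, II and III, higher (top) or lower (bottom) in TG animals, for each animal (points) of WT_SE_, WT_MS_, TG_SE_ and TG_MS_ (x axis), with the mean and SD of 6 animals. Class III rests on 3 genes higher and 2 genes lower in TG animals, and the latter lie at -0.96 in TG_SE_ and -1.40 in TG_MS_.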

Class I was enriched for the GO term *response to metal ion* (Fig. 5c). 

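In the class called in SE but not after MS, 7 of 15 genes (46.7%) had a TG_MS_/TG_SE_ change opposite to their TG_SE_/WT_SE_ change, and the median change in the direction of the transgenic effect was 0.00493 on the log2 scale. The median TG/WT log2 fold change was 0.44 in SE and 0.24 after MS, and in WT animals the fit with surrogate variables gave a median change of 0.16 in the direction of the transgenic effect. The 3 genes higher in TG animals had a mean log2 ratio to WT_SE_ of 0.26 ± 0.09 (SD, n = 6) in TG_SE_, 0.04 ± 0.11 in TG_MS_, -0.05 ± 0.18 in WT_SE_ and -0.11 ± 0.12 in WT_MS_. The 12 genes lower in TG animals had ratios of -0.30 ± 0.16 in TG_SE_, -0.37 ± 0.11 in TG_MS_, -0.02 ± 0.13 in WT_SE_ and -0.03 ± 0.17 in WT_MS_. These ratios are not corrected for surrogate variables, and in them a move of WT animals in the direction of the transgenic effect was not seen for the genes higher in TG animals and was small for those lower. The share of genes with the opposite change was higher under several alternatives, and it was 80.3% without surrogate variables and 100% with 2 surrogate variables.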

Class II, containing genes whose transgene-induced disturbance in SE was ameliorated after MS, was not enriched for any GO term. 

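Of the genes called in SE alone of each pair of environments, 11 belonged to class II for both EE and MS. Relative to TG_SE_, 5 of these 11 genes changed in the same direction in TG_EE_ and TG_MS_, and for the same number both changes were opposite to the transgenic effect. Across all genes tested, the log2 fold changes of TG_EE_/TG_SE_ and TG_MS_/TG_SE_ had a Pearson r of 0.431. This correlation is across genes, which are not independent replicates, and both changes share the TG_SE_ animals. Shared animals alone give a positive correlation, so this value cannot show a common response to EE and MS.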

Interestingly, some of these genes responded similar under EE and MS conditions (Supplementary Fig. S5). Class III contained DEGs with stronger gene expression changes after MS, which were enriched for the GO term *glycoprotein metabolic process* (Fig. 5c).

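For MS, 4 of the 5 class III genes (80%) changed in TG_MS_/TG_SE_ in the direction of their transgenic effect. The median change was 0.05 on the log2 scale, and 1 of the 5 genes had an unadjusted p under 0.05. With MS and SE redrawn at random within each genotype, a share as high was found in 83 of the 97 groupings with a value. In WT animals, the fit with surrogate variables gave a change in the opposite direction after MS for 4 of the 5, with a median of -0.16. The median TG/WT log2 fold change was 0.26 in SE and 0.76 after MS. The 3 genes higher in TG animals had a mean log2 ratio to WT_SE_ of 0.27 ± 0.14 (SD, n = 6) in TG_SE_ and 0.23 ± 0.08 in TG_MS_, and of -0.01 ± 0.11 in WT_SE_ and -0.24 ± 0.23 in WT_MS_. The 2 genes lower in TG animals had ratios of -0.11 ± 0.48 in WT_SE_ and -0.50 ± 0.24 in WT_MS_, a change in WT animals in the direction of the transgenic effect, and of -0.96 ± 0.18 in TG_SE_ and -1.40 ± 0.30 in TG_MS_. These ratios are not corrected for surrogate variables. For 3 of the 5 genes the transgenic effects after MS and in SE differed at an unadjusted p under 0.05, and for 0 at the adjusted threshold.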

**Figure 5:**
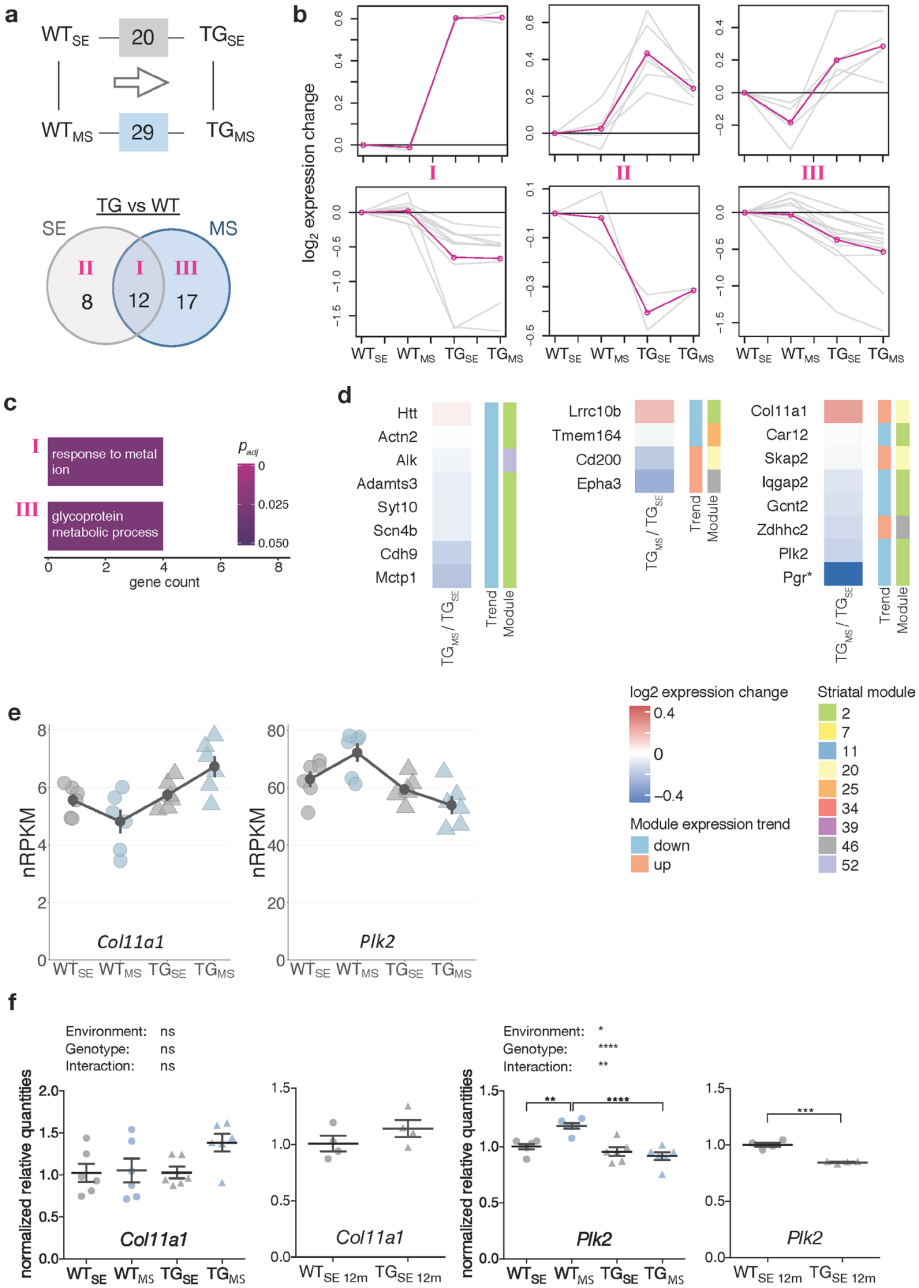
Maternal separation modulated striatal expression of disturbed genes. (**a**) Schematic and Venn diagram comparing number of DEGs between TG_SE_/WT_SE_ and TG_MS_/WT_MS_. Roman numbers indicate subsets analysed individually in (**b**). (**b**) Cluster analysis of the DEG subsets in (**a**) using *k*-means on gene expression ratios relative to WT_SE_ across four experimental groups. Grey lines indicate expression changes per gene, pink lines cluster centroids. (**c**) Gene count and significance of overrepresented Gene Ontology terms for subsets of DEGs in (**a**). (**d**) Subsets of DEGs from (**a**) plotted with respect to their expression change between TG_MS_/TG_SE_, module association, and trend^11^. DEGs with no module information omitted. Rows sorted by mean expression change. Asterisks indicate DEGs with *p*-value < 0.05 when comparing TG_MS_/TG_SE_. (**e**) Expression levels of *Col11a1* and *Plk2* plotted as individual data points with mean ± SEM. (**f**) Quantitative PCR data for *Col11a1* and *Plk2* shown as normalized quantities relative to WT_SE_ (n = 6 and n = 4 rats per group in 2-month-old and 12-month-old cohort, respectively) plotted as individual data points with mean ± SEM. Significance determined by two-way ANOVA followed by Tukey’s multiple comparisons test for the 2-month-old cohort, and unpaired two-tailed *t*-test for the 12-month-old cohort. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Computationally associating genes in these three classes with consensus module information, an ameliorating effect for most class II genes against the module trend was apparent similar to effect observed in EE (Fig. 5d, Supplementary Fig. S5). In contrast, for several genes in class III the stronger expression changes after MS pointed in the same direction as the predicted changes according to the consensus modules, thereby representing a reinforcement of the transgenic disturbance expected with age by MS (Fig. 5d). These computational associations were confirmed for *Col11a1* and *Plk2* using quantitative PCR. *Col11a1* indeed showed upregulated levels with age and after MS already in young animals (Fig. 5e,f). *Plk2* was downregulated with age similar to its response to MS in young animals (Fig. 5e,f).

### Disease aspects and biofunctions associated with *mHTT* suggest distinct responsiveness to enriched environment and maternal separation

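Whether the transgenic effect itself differed between environments was tested with the interaction contrast of each gene. For EE against SE, 0 genes were called, the smallest adjusted p was 0.472 and 509 genes had an unadjusted p under 0.05. For MS against SE, 0 genes were called, the smallest adjusted p was 0.999 and 532 genes had an unadjusted p under 0.05. In simulated counts, 62 of 100 genes whose transgenic effects differed by 0.5 on the log2 scale were called by this contrast. So were 95 of 100 genes with a difference of 1 and 13 unchanged genes. The simulation changed 200 genes at once, so these shares may not apply where only a few genes or smaller differences are present. The EE result stayed at 0 genes in 8 of the 12 alternatives, among them 0 and 2 surrogate variables. With 1 surrogate variable 12 genes were called, with runs of consecutive libraries as covariate 8, with pairs of libraries 12, and with DESeq2 without surrogate variables 19. In MS, DESeq2 without surrogate variables called 1 gene.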

For several genes, EE as well as MS modulated the *mHTT*-induced gene expression disturbances (Figs 4 and 5), while other genes remained altered irrespective of the environment. Using pathway analysis tools, we investigated this environmental modulation further. Few pathways were detected to varying significance across all environmental conditions such as *actin cytoskeleton signalling* and *Rac signalling* (Fig. 6a). Additional pathways originated mostly from the comparison in EE including *cAMP signalling*, *VDR/RXR activation*, and *G-protein coupled receptor signalling* (Fig. 6a).

**Figure 6:**
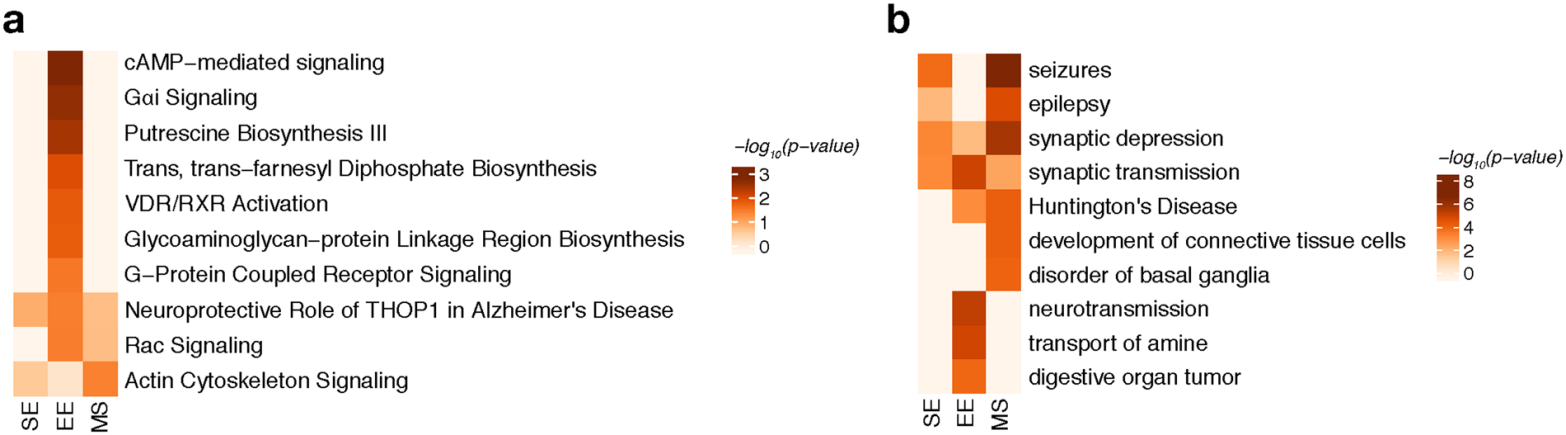
Shared and distinct characteristics in pathways and disease aspects for BACHD rats after environmental enrichment and maternal separation. (**a**) Canonical pathway analysis identified significantly enriched cellular pathways among DEGs derived in the tested environmental conditions for BACHD rats. Significance values colour-coded and hierarchically clustered representing likeliness of pathway participation. (**b**) Disease aspects and biological functions predicted to be affected based on DEGs derived in the tested environmental conditions. Significance values colour-coded and hierarchically clustered representing likeliness of downstream effects on disease aspects.

Exploring these pathways with respect to disease aspects in TG animals, we found *seizures*, *epilepsy*, and *synaptic depression* to be more significant for MS DEGs compared to the SE or EE groups (Fig. 6b). In contrast, *synaptic transmission* and *neurotransmission* were more significant in EE, while they seemed less involved in SE or MS (Fig. 6b), agreeing with previously described protective effects of environmental enrichment^20^.

### Validation of specific candidate genes on protein level

To quantify protein levels of *NR1D1*, *mGluR4* (*GRM4*), and *SCN4B* which showed environment-dependent gene expression changes Western blot assays were performed (Supplementary Fig. S6). Additionally, protein levels of *mHTT* were quantified even though *mHTT* gene expression was not significantly affected by any environmental condition (Supplementary Fig. S6).

Although not significant, *NR1D1* protein levels showed similar tendencies to those observed for the respective mRNA with increased expression in TG_EE_ compared to TG_SE_ and WT_EE_ (Supplementary Fig. S6a). Opposite to the gene expression results, protein levels of *mGluR4* (*GRM4*) were significantly lower in TG than in WT rats irrespective of the environmental condition (Supplementary Fig. S6a). Statistical analyses showed a genotype but no environment effect for *mGluR4* protein levels. Moreover, no significant environment or genotype effects were detected for *SCN4B* (Supplementary Fig. S6a).

Intriguingly, protein levels of *mHTT* were reduced in TG_EE_ relative to TG_SE_ (Supplementary Fig. S6a) while they were comparable between TG_MS_ and TG_SE_ (Supplementary Fig. S6b) which suggests a specific, potentially protective, effect of environmental enrichment on *mHTT* protein levels.

## Discussion

Taken together, the overall aim of this study was to assess environmental effects on striatal gene expression in young BACHD rats. Our results show that *mHTT*-induced gene expression changes (i) correlated between younger and older animals, (ii) were dependent on the environment, and (iii) were partially modulated against and with their trend of dysregulation at later ages through environmental enrichment and maternal separation, respectively.

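Averaged over the 3 environments, 73 genes were called between TG and WT animals, 32 higher and 41 lower in TG animals, and 1941 genes had an unadjusted p under 0.05. Averaged over both genotypes, 1 gene was called in EE/SE, with 607 genes at an unadjusted p under 0.05. In MS/SE, 0 genes were called, the smallest adjusted p was 0.346 and 796 genes had an unadjusted p under 0.05. The EE/SE and MS/SE contrasts leave out the animals of the third environment and so compare fewer animals than TG/WT. The numbers of called genes were thus not obtained with equal numbers of animals. ENSRNOG00000008346, chosen after its values were seen, was higher in TG animals by a log2 fold change of 0.97 (standard error 0.16, adjusted p = 0.000147). It had 198 ± 120 normalized counts (SD, n = 6) in WT_SE_ and 328 ± 97.6 in TG_SE_, 174 ± 46.7 in WT_EE_ and 330 ± 88.0 in TG_EE_, and 141 ± 87.3 in WT_MS_ and 215 ± 31.0 in TG_MS_. In WT_SE_, 1 animal had 436 normalized counts and the next highest 184. The gene called in EE/SE, ENSRNOG00000003357, had a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0438). Its normalized counts were 187 ± 46.4 (SD, n = 6) in WT_SE_ and 171 ± 33.6 in TG_SE_, against 116 ± 20.5 in WT_EE_ and 127 ± 32.4 in TG_EE_. They were 156 ± 44.6 in WT_MS_ and 129 ± 24.3 in TG_MS_. In the fit with surrogate variables, the log2 fold change was -0.66 in TG_EE_/TG_SE_ and -0.51 in TG_MS_/TG_SE_. In TG animals the lower value was thus not confined to EE. In WT animals the fit gave -0.42 in EE and -0.01 after MS. The normalized counts are not corrected for surrogate variables and differ from this. In them the fall in EE was larger in WT than in TG animals, and WT_MS_ lay below WT_SE_. In WT_EE_, 1 animal had 157 normalized counts and the next highest 114. In WT_MS_, 1 animal had 245 and the next highest 153. EE/SE averaged over genotypes had 0 genes called without surrogate variables and 4 with DESeq2 and the same surrogate variables.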

Specifically, we observed a dominant effect of *mHTT* on striatal gene expression changes across the tested environmental conditions. Combining differentially expressed genes from these comparisons were enriched for Gene Ontology terms that agree with previously reported disturbances of *mHTT* on cellular vesicle transport and secretion as well as synaptic transmission and vesicle exocytosis^40–42^.

Further, we found changes in gene expression induced by *mHTT* at young age to agree with disturbances observed in later stages of the disease in this model. Differentially expressed genes found in young and older BACHD rats suggest that these genes may serve as characteristic markers of disease unfolding. Candidates in this overlap such as *Syt10*, a vesicular Ca^2+^-sensor with neuroprotective potential^43^, and *Nts* a modulator of dopaminergic transmission known to be dysregulated in HD^37^, were downregulated and point at aspects of the disease that are disturbed early on.

Support for the idea that disease aspects are already detectable at this young age can be derived from the significant overlap of DEGs with some of the most informative HD consensus modules from co-expression meta-analyses^11^. Furthermore, these disturbances seem characteristic for the disease as consensus module data from HD mouse models largely agree with gene expression changes in BACHD rats.

Also on cell type level, our findings support the critical role of D2 neurons for the developing pathology in this disease model, agreeing with this cell type’s high vulnerability in HD^44^, and strengthen the emerging concept that also glial-cell populations are affected. Glia impairments have been described in R6/2 mice^45^ and overexpression of *mHTT* in glia cells has been shown to worsen the HD phenotype in N171–82Q mice^46^, suggesting a role of glia cells in HD pathology to be further followed up functionally in BACHD rats.

Both tested environmental conditions partially modulated the *mHTT*-induced disturbances. Environmental enrichment affected gene expression changes against the consensus module trend suggesting a preventive effect in disease progression. Intriguingly, this prevention exhibited not only an ameliorating effect on some disturbed genes, but also led to stronger expression changes for other genes. Despite being counter-intuitive, the latter modulation type seems to represent a response of the system to the EE in order to prevent disturbances appearing later in time. Among the genes perceiving an amelioration of their disturbed expression was *Scn4b*, encoding the 4β subunit of a voltage dependent sodium channel implicated in neurite growth^47^. Its downregulation in young and old BACHD rats agrees with previous reports on impaired *Snc4b* expression in R6/2 mice and HD patients already at a pre-symptomatic stage^47^ suggesting a critical role of this gene in the degenerative processes in HD. *Grm4*, on the other hand, was among the genes responding to the EE by stronger upregulation. It encodes for the glutamate metabotropic receptor 4, and is a hub gene in consensus module M25, whose genes are downregulated and overrepresented for *glutamate receptor signalling*^11^. In addition, *Grm5*, encoding a receptor of the same protein family, has been linked to HD-like impairments in Hdh(Q111/Q111) mice^48^ and implicated in hippocampal effects of environmental enrichment^49^. The observed upregulation of *Grm4* in TG_EE_ animals might, thus, be part of known protective responses of EE^23^, and are in line with previously reported findings of metabotropic receptors in neuroprotection^50^.

In contrast to the EE, maternal separation aggravated disturbed gene expression of some genes towards their later stage trend of dysregulation in young BACHD rats. *Plk2*, for example, was among the genes that were further downregulated by MS in the context of *mHTT*. Activation of *Plk2* has been shown in response to early insults such as prenatal stress and neonatal seizures suggesting a role in hippocampal synaptic downscaling and supporting the idea that *Plk2* might be protective^51^. In keeping, *Plk2* was increased in WT animals subjected to maternal separation. BACHD rats, in contrast, showed decreased expression that was further decreased after MS, in line with a general aggravation of HD markers upon stress experiences^27,28,52^. This aggravating effect further suggests greater sensitivity of BACHD rats to stressful experiences agreeing with hyperactivity of the hypothalamic-pituitary-adrenal axis in HD patients^53^.

Phenotypically, we observed lower body weights for rats in the MS group as it has been previously reported as a consequence of maternal separation^54^ as well as in response to stressors in adult rats^55,56^ suggesting body weight loss to reflect stress here, too. We did not assess direct physiological stress responses (e.g. body temperature or stress hormones) to limit manipulations of the animals. Measuring stress hormone levels when rats were sacrificed would have potentially allowed assessing basal stress activity^57,58^. Yet, they have also been found comparable to control levels^58–61^.

Behavioural tests may also allow assessing MS effects and are essential to link gene expression changes to phenotypic consequences in the context of environmental factors. Here, we however sought to minimize disturbances of the animals through behavioural testing and handling as they may confound gene expression changes^62^. Moreover, only part of the behavioural phenotypes described for BACHD rats have been examined at such early age^29–32,63,64^. Follow-up studies that consider later time points will enable investigations whether behavioural and physiological characteristics in the BACHD rat model depend on environmental factors. In order to determine preventive and aggravating aspects of environmental factors in the unfolding of the disease, rats would have to be kept in standardized environments for longer periods. Having data from such later time points will then allow resolving disease progression and environmental impact in greater detail and facilitate analyses of their interplay with respect to temporal delays or accelerations on HD pathology. To additionally investigate whether there are any EE-driven rehabilitative effects or reversals of dysfunctions animals could first be housed in SE or MS until developing initial signs of pathology and then migrating them to the EE.

On a molecular level, typical markers such *Bdnf* and *Il1b* showed very low expression in striatal tissue and did not allow deriving statistically significant results. Other genes including *Oprk1*, *Nrxn1*, and *Nfia*^38,39^ that are known to be responsive to stress showed trends of changed expression in WT rats after maternal separation. However, no significantly expressed genes were identified comparing TG_MS_/TG_SE_ or WT_MS_/WT_SE_, possibly related to general timings in the developmental gene regulatory program as many essential genes for striatal function and relevant in the context of HD may not yet be fully expressed during the first two postnatal weeks^65^. Additionally, housing animals in groups of four under standard conditions after the stress paradigm may have masked early stress effects as enriched conditions can even reverse them^36^.

Agreeing with previous reports on few differentially expressed genes in the striatum upon environmental enrichments in the context of *mHTT*^9^, we identified seven distinctively activated genes specifically in BACHD rats. Among them was *Nr1d1* encoding a transcription factor of the nuclear receptor subfamily 1 (Rev-erbα) that is involved in regulating circadian rhythm and metabolic processes^66^. Given the metabolic deficits of young BACHD rats including obesity and altered levels of energy metabolism factor^64^, upregulation of *Nr1d1* in BACHD rats upon EE may hint at relevant processes as to how environmental enrichment affects metabolic phenotypes. Collecting metabolic parameters known to be altered in BACHD rats^29,64^ will help to follow up this gene-environment interaction.

To reveal whether gene expression changes were present at protein level too, we measured protein levels of *NR1D1*, *mGluR4* (*GRM4*), and *SCN4B* for which environment-dependent gene expression changes were shown and partially confirmed mRNA results on protein level.

Such discrepancies between mRNA and protein levels have been observed for a variety of proteins and may originate from both biological as well as methodological aspects^67^. A poor correlation between mRNA and protein levels in our samples may be explained by post-translational mechanisms regulating protein turnover and abundance^67^. These mechanisms may explain the opposite pattern of changes for *Grm4* mRNA and its protein. Although not in line with mRNA changes, this effect is interesting given the neuroprotective function of *mGluR4* and other group III metabotropic glutamate receptors^68,69^. Therefore, *mGlur4* downregulation may represent a potential mechanism mediating neuropathological alterations in BACHD rats.

Alternative reasons for the weak correlation between mRNA and protein changes could result from technical limitations. The lower sensitivity of Western blot analysis relative to RNA-seq and qPCR, and the high variability among Western blot replicates may have limited the detection of small changes. This could in part explain the lack of significant EE effects on *NR1D1* and *SCN4B* protein levels, despite the similar pattern of mRNA and protein levels.

By affecting post-translational events and other regulatory mechanisms, the environment might also affect protein levels without altering mRNA expression. Accordingly, EE downregulated *mHTT* protein without altering its mRNA levels. The underlying mechanisms of EE on *mHTT* in BACHD rats will be interesting to follow up considering the central role of *mHTT*.

In summary, results of this study show disturbances on striatal gene expression by *mHTT* in BACHD rats that are partially dependent on environmental condition early in life. Bivalent modulations of disturbed genes in response to environmental enrichment or maternal separation may, thus, contribute to explain their opposing phenotypic effects in HD and related neurodegenerative diseases. In order to better connect these disease aspects with disturbances on gene expression level, it will be critical to also interrogate protein abundancies, physiological parameters, and behavioural phenotypes.

## Materials and Methods

### Animals, study design and environmental treatments

Experiments were performed in BACHD rats and WT littermates. The BACHD rat model was generated using a BAC containing the whole human *HTT* locus with 20 kb upstream and 50 kb downstream flanking genomic sequences including regulatory elements^29^. WT *HTT* exon 1 was replaced by *mHTT* exon 1 carrying 97 mixed CAA/CAG repeats flanked by two LoxP sites^29^.

All animals were bred on a Sprague Dawley background by pairing heterozygous BACHD males with wildtype females (Charles River, Germany). At the day of birth, indicated as postnatal day (PD) 0, all litters were culled to eight pups ensuring equal numbers of females and males similar to previous maternal separation experiments^58,59,70^.

In order to avoid separating littermate pups during maternal separation and to keep comparable conditions for all experimental groups, a litter, including both male and female pups, was randomly allocated to one of three environmental paradigms: standard environment (SE), maternal separation (MS), and enriched environment (EE) (Supplementary Fig. S1). Each environmental paradigm (n = 32) included four groups of WT males, WT females, TG males, TG females, (n = 8 per group), totalling to 96 animals. To avoid variability of the data based on hormonal influences in cycling female rats only male rats were used for RNA-seq which was performed on tissue from six rats that were randomly chosen from each of the six environmental groups (n = 36).

The maternal separation protocol was adapted from previous studies^58,61,71^. In brief, from PD 1 to 14, pups were separated from their mother for 4 h daily starting at the beginning of the light phase. Separated pups were placed in glass containers leaned with paper and nesting material and transported to a different room to prevent communication between pups and dams. In order to maintain comparable temperatures (32–33 °C) between pup environment in the home cage and the nest during separation, pups were kept in containers placed in a warm water bath.

At PD 16, rats were genotyped following established protocols^29^. At PD 21, rats were weaned. Rats of the EE group were housed in groups of eight animals in larger cages (1222 × 580 × 443 mm) enriched with bedding, nesting material, toys, and objects of different material, colour, and shape for the entire duration of the experiment. Novel objects were introduced every 3–4 days. Rats in other experimental groups were housed in groups of four in standard type IV cages (598 × 380 × 200 mm) equipped with bedding and nesting material. Control animals were left undisturbed for the entire experiment except for cage cleaning and body weight measurements that were collected weekly from weaning throughout the experiment in all experimental groups. All rats were housed with same-gender littermates of mixed genotype and maintained in a room with constant temperature (22 ± 1 °C), humidity (55 ± 10%), and a regular 12 h light/dark cycle (lights on/off at 7 AM/7 PM). Food and water were provided *ad libitum*.

At two months of age (PD 59–60), animals were sacrificed by live decapitation before extracting their brains for dissection. Brain samples were frozen in liquid nitrogen and stored at –80 °C.

RNA from eight additional male rats of the same line (4 WT and 4 BACHD) was used to measure gene expression of selected candidate genes at 12 months of age. These rats were bred in a separate cohort and left undisturbed except for cage cleaning until being sacrificed. Their housing and room conditions were the same as for SE groups except for additional tissue paper in the cage. Protocols applied for live decapitation as well as brain collection, dissection, and storage were as described above. This extra cohort of animals included only WT and TG rats housed in SE. This assay does not represent a second time point in the experiment and was solely used to compare changes at young and later age.

All procedures strictly adhered international standards for the care and use of laboratory animals and were approved by the local Animal Welfare and Ethics committee of the Country Commission Tübingen, Germany (TVA HG 2/15 and TVA HG 6/13).

### Experimental procedures

#### RNA isolation

Total RNA and DNA were simultaneously extracted from striatal samples of 2-month-old rats using the *AllPrep DNA/RNA/miRNA Universal Kit* (Qiagen) following the manufacturer’s protocol. Total RNA was extracted from striatal samples of 12-month-old rats with *RNeasy Mini Kit* (Qiagen) according to the manufacturer’s protocol.

#### RNA sequencing

The polyadenylated fraction of RNA isolated from striatal tissue of 2-month-old rats (n = 6 animals in each of the 6 experimental groups) was used for RNA-seq. Quality was assessed with an *Agilent 2100 Bioanalyzer*. Samples with high RNA integrity number (RIN >8) were selected for library construction. Using the *TruSeq Stranded RNA Sample Prep Kit* (Illumina) and 100 ng of total RNA for each sequencing library, poly(A) selected paired-end sequencing libraries (136 bp read length) were generated according to the manufacturer’s instructions. All libraries were sequenced on an *Illumina HiSeq 2500* platform at a depth of ~15–25 million reads each. Library preparation and sequencing procedures were performed by the same individual, and a design aimed to minimize technical batch effects was chosen. Fastq files and raw counts are available through GEO (GSE107259).

#### Reverse transcription-quantitative PCR (RT-qPCR)

RNA-seq results were validated using RT-qPCR with primers specific for *Nr1d1*, *Snc4b*, *Grm4*, *Col11a1*, and *Plk2* genes (see Supplementary Table S1 for primers sequences). 100 ng of total RNA was used for the reverse transcription reaction (*QuantiTect Reverse Transcription* kit, Qiagen) following the manufacturer’s instructions. The resulting cDNA was diluted (1:20) and 2 µl were used for qPCR assays, mixed with primers (0.25 µM) and *SYBR green* master mix (Qiagen). Expression was calculated relative to the mean of the WT_SE_ group according to the Pfaffl model^72^ after normalization to the geometric mean relative expression of three reference genes (*Pgk1*, *Gapdh*, and *Eif4a2* for 2-month-old rats. *Pgk1*, *Gapdh*, and *Ywhaz* for 12-month-old rats). Expression stabilities of the reference genes were assessed using *Normfinder*^73^ and *Genorm*^74^.

#### Protein extraction and Western blotting

Homogenates of rat striata were obtained by homogenising brain hemispheres in RIPA buffer (50 mM Tris pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate and 1% Triton X-100, containing cOmplete® protease inhibitor cocktail and PhosSTOP™ phosphatase inhibitors (both Roche)) using an ULTRA-TURRAX® disperser (VWR). Samples were ultrasonicated for 3 s using a SONOPULS ultrasonic homogenizer (Bandelin) at 10% power. Homogenates were incubated for 30 min on ice, mixed with glycerol to a final concentration of 10% and stored at −80 °C for further analysis. Protein concentrations of RIPA homogenates were measured spectrophotometrically using Bradford reagent (Bio-Rad Laboratories).

Protein blotting was performed according to standard procedures. Briefly, 25 µg of total protein were mixed with 4  ×  LDS sample buffer (1 M Tris Base pH 8.5, 2 mM EDTA, 8% LDS, 40% glycerol, and 0.025% phenol red) in a 3:1 ratio and supplemented with 100 mM dithiothreitol. After heat-denaturing for 10 min at 70 °C, protein samples were electrophoretically separated using 4–12% Bolt^®^ Bis-Tris gradient gels, 10% Bis-Tris gels, and 7% NuPAGE^®^ Tris-Acetate gels (both Thermo Fisher Scientific) with respective electrophoresis buffers, MES buffer (50 mM MES, 50 mM Tris Base pH 7.3, 0.1% SDS, 1 mM EDTA), MOPS buffer (50 mM MOPS, 50 mM Tris Base pH 7.7, 0.1% SDS, 1 mM EDTA) or Tris-Acetate running buffer (50 mM Tricine, 50 mM Tris Base pH 8.25, 0.1% SDS). Proteins were transferred on Amersham™ Protran™ Premium 0.2 µm nitrocellulose or Amersham™ Hybond™ P 0.2 polyvinyliden fluoride membranes (both GE Healthcare) using Bicine/Bis-Tris transfer buffer (25 mM Bicine, 25 mM Bis-Tris pH 7.2, 1 mM EDTA, 15% methanol) and a TE22 Transfer Tank (Hoefer) at 250 mA for 1.5–2 h.

After transfer, membranes were blocked for 1 h with 5% skim milk powder (Merck) in TBS (Tris-buffered saline) at room temperature, and probed overnight at 4 °C with the following primary antibodies diluted in TBS-T (TBS with 0.1% Tween 20): rabbit anti-huntingtin (1:1000; clone D7F7, #5656, Cell Signaling), rabbit anti-metabotropic glutamate receptor 4 (1:250; ab53088, Abcam), rabbit anti-NR1D1 (1:500; clone EPR10376, ab174309, Abcam), rabbit anti-SCN4B (1:1000; ab80539, Abcam), mouse anti-polyglutamine expansion diseases marker (1:2000; clone 5TF1–1C2, MAB1574, EMD Millipore), and rabbit anti-vinculin (1:1000; clone E1E9V, #13901, Cell Signaling). Afterwards, blots were washed with TBS-T and incubated at room temperature for 1 h with the HRP-conjugated secondary antibody goat anti-rabbit (1:10,000; ab97051, Abcam) or with the respective secondary IRDye antibodies goat anti-mouse 680LT, goat anti-mouse 800CW, and goat anti-rabbit 800CW (all 1:10,000; LI-COR Biosciences). After final washing with TBS-T, chemiluminescence and fluorescence signals were detected using the LI-COR ODYSSEY^®^ FC and quantified with Image Studio 4.0 software (both LI-COR Biosciences).

### Bioinformatics

#### Quality control, alignment, and expression analysis

Read quality of RNA-seq data in fastq files was assessed using *FastQC* (v0.11.4)^75^ to identify sequencing cycles with low average quality, adaptor contamination, or repetitive sequences from PCR amplification. Reads were aligned using *STAR* (v2.5.2b)^76^ allowing gapped alignments to account for splicing against a custom-built genome composed of the *Ensembl Rattus norvegicus* genome v87 and the human *HTT* transgene. Alignment quality was analyzed using *samtools* (v1.1)^77^ and visually inspected in the *Integrative Genome Viewer* (v2.3.67)^78^. *Msantd1* was manually excluded from further downstream analyses as its differential expression likely results from its genomic sequence being present in the 50 kb 3′ flanking region of the transgenic *HTT* BAC construct. Normalized read counts for all genes were obtained using *DESeq2* (v1.16.1)^79^. 

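A mean of at least 50 raw counts over the 36 libraries was required here, which kept 12657 of the 23965 genes in the table. The paper's text does not state whether its minimum applied to each sample, to their sum or to their mean. At least 50 counts in every library were reached by 11424 genes, and at least 50 counts summed over the libraries by 18455 genes. Among the genes tested, 18 had the same counts as another gene in all 36 libraries, in 9 distinct patterns, and 0 of them were called in any TG/WT comparison.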

Transcripts covered with less than 50 reads were excluded from the analysis leaving 12,639 genes for determining differential expression in each of the pair-wise comparisons between experimental groups.

The 2 × 3 factorial design of the experiment was captured in a generalized linear model describing expression (t) as a function of genotype (g), the environment (e), and their interaction (g × e). Surrogate variable analysis (*sva*, v3.24.4) was applied to minimize unwanted variation between samples^80^. 

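Surrogate variables are covariates estimated from the counts that are meant to capture variation between samples other than that of the group. The permutation procedure of sva estimated 5 of them, while its asymptotic procedure estimated 0, and the paper's text does not state the number used. The 5 variables were compared with the library number, the total count and the share of counts taken by the 10 most counted genes, 15 relations in all. The second variable rose with the library number over the 36 libraries, with a Pearson r of 0.742 and a Spearman rho of 0.740. The permutation p was 1e-05 for both, the smallest that the permutations can give, and 0.00015 after adjustment. Without the 2 libraries farthest from the median library number r was 0.693, after subtracting group means it was 0.753, and within the runs of 6 libraries it was 0.423. The runs accounted for 66.2% of the variance of this variable and the groups for 3.72%. For the other variables the groups accounted for 29.3% of the variance of the first, 31.5% of the third, 19.8% of the fourth and 15.5% of the fifth, and whether these shares exceed those of an unrelated variable was not tested. The fourth variable followed the share of the 10 most counted genes, with a Pearson r of 0.700 and a Spearman rho of 0.677 (adjusted permutation p = 0.000225 for both), an r of 0.643 without 2 libraries and 0.725 within runs. The first variable had its highest group median in WT_SE_, at 0.197, whereas the medians of the other groups lay between -0.0926 and -0.0456. The number of surrogate variables changed the DEG counts. In TG_SE_/WT_SE_, 119 genes were called with 1 variable and 20 with 2, and in TG_EE_/WT_EE_ 30 with 1 and 50 with 2.

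**Figure D6:**
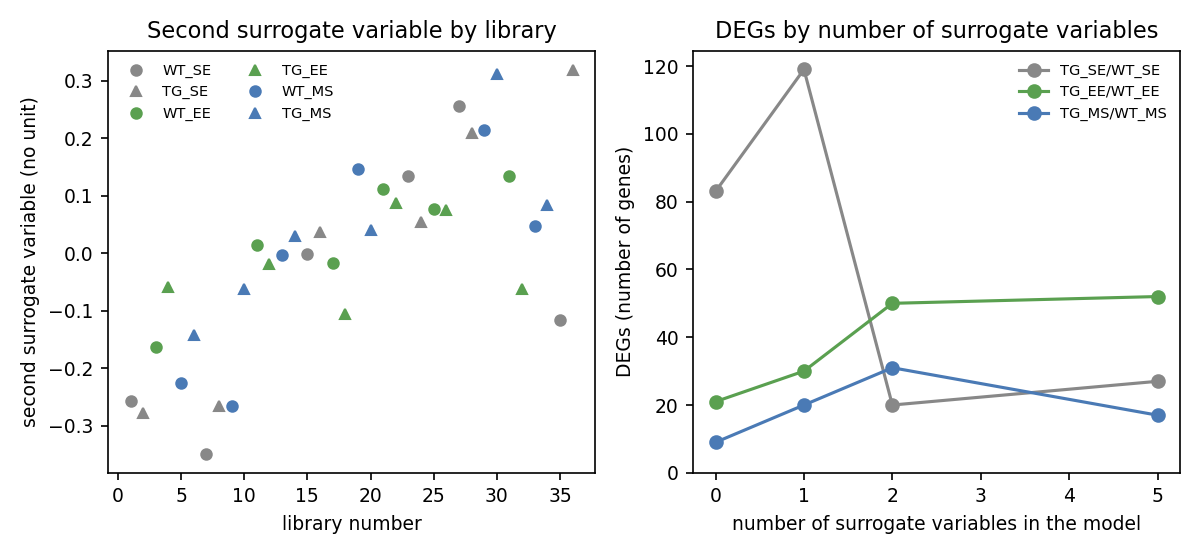
The second surrogate variable (left, y axis, no unit) against library number (x axis) for the 36 animals by group, and the number of DEGs (right, y axis) in each TG/WT comparison against the number of surrogate variables in the model (x axis). The TG_SE_/WT_SE_ line falls from 119 genes with 1 variable to 20 with 2.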

Given that differences in transcript abundances in brain tissue are often small in magnitude and *in vivo* RNA-seq data are deemed to be more variable^81^, we set |*log*_*2*_ fold-change |≥0.3 and adjusted *p*-value ≤ 0.1 to determine differential expression, as computationally predicted candidates down to the lower end of these thresholds could be confirmed in qPCR assays.

Gene-level abundances were derived from *DESeq2* as normalized read counts and used for calculating the *log*_*2*_-transformed expression changes underlying the *k*-means clustering with ratios computed relative to the mean expression in WT_SE_. Raw counts provided by *DESeq2* also went into calculating nRPKMs (normalized Reads Per Kilobase per Million total reads) as a measure of relative gene expression as motivated before^82^. The *DESeq2 sizeFactors* served in scaling estimated abundances derived from *Salmon* (v0.7.2)^83^ when determining transcript-level compositions of individual genes. Transcript-level differential expression was further explored and verified with *kallisto* (v0.43.0)^84^.

#### Gene annotation, cell type enrichments, and pathway analyses

*ClusterProfiler* (v3.4.4) was employed to identify overrepresented Gene Ontology terms and associated cellular functions in sets of differentially expressed genes (DEGs)^85^. Terms with at least three annotated genes were queried and reported with their adjusted *p*-value ≤ 0.1. All Gene ID conversions were done using *biomaRt* Bioconductor package (v2.32.1) querying v87 of the *Ensembl* database.

Canonical pathways between sets of DEGs as well as predicted relationships between DEGs and disease aspects/biofunctions were derived from *Ingenuity Pathway Analysis* (IPA, v01–12, Qiagen). For the latter analysis module, only functions with at least three associated genes and at least one activating/inhibiting relationship are reported.

Expression data for 12-month-old animals are based on data files provided with Yu-Taeger *et al*.^12^. Cell type-specific attributions are based on RNA-seq data derived with Laser Capture Microdissection from main cellular populations of the striatum isolated from transgenic mice expressing eGFP in astrocytes (*Glt1*-eGFP^86^), microglia (*Cx3cr1*-eGFP^87^), *Drd2* medium spiny neurons (*Drd2*-eGFP^88^), and Tomato fluorescent protein in *Drd1* medium spiny neurons (*Drd1*-Tomato^89^) (unpublished data, Déglon lab). Enrichments of DEGs were calculated against 13 striatal consensus modules defined in Langfelder *et al*.^11^, of which 5 modules contain down- and 8 modules upregulated genes.

### Statistical analysis

Body weight data were analyzed in a three-way ANOVA with *Graph Pad Prism* (v7) using genotype as within-subject and age as well as environmental treatment as between-subject factors. Alpha was set at 0.05. ANOVA analyses were performed separately for the EE and MS because of different time spans of the treatments. SE groups served as control for both treatment conditions. Body weight results are shown in Supplementary Fig. S2.

For RT-qPCR data, two-way ANOVA was applied to test for genotype, environment, and their interaction followed by Tukey’s correction for multiple comparisons. Expression differences in the 12-month-old cohorts were tested with unpaired two-tailed *t*-test using significance thresholds of *p* < 0.05.

For Western blot data for *NR1D1*, *mGluR4,* and *SCN4B*, two-way ANOVA was applied to test for genotype, environment, and their interaction followed by Tukey’s correction for multiple comparisons. Gene expression differences in RT-qPCR data in the 12-month-old cohorts as well as EE and MS effects on *mHTT* protein expression in Western blot data were tested with unpaired two-tailed *t*-test using significance thresholds of *p* < 0.05.

## Electronic supplementary material

Supplementary Figures

Supplementary Table 1

## References

[1] Bates GP (2005). History of genetic disease: the molecular genetics of Huntington disease - a history. Nat Rev Genet.

[2] Waldvogel HJ, Kim EH, Tippett LJ, Vonsattel JP, Faull RL (2015). The Neuropathology of Huntington’s Disease. Curr Top Behav Neurosci.

[3] Vonsattel JP (1985). Neuropathological classification of Huntington’s disease. J Neuropathol Exp Neurol.

[4] Vonsattel JP, DiFiglia M (1998). Huntington disease. J Neuropathol Exp Neurol.

[5] Kumar A, Vaish M, Ratan RR (2014). Transcriptional dysregulation in Huntington’s disease: a failure of adaptive transcriptional homeostasis. Drug Discov Today.

[6] Cha JH (2007). Transcriptional signatures in Huntington’s disease. Prog Neurobiol.

[7] Thomas EA (2011). *In vivo* cell-autonomous transcriptional abnormalities revealed in mice expressing mutant huntingtin in striatal but not cortical neurons. Hum Mol Genet.

[8] Kuhn A (2007). Mutant huntingtin’s effects on striatal gene expression in mice recapitulate changes observed in human Huntington’s disease brain and do not differ with mutant huntingtin length or wild-type huntingtin dosage. Hum Mol Genet.

[9] Benn CL (2010). Environmental enrichment reduces neuronal intranuclear inclusion load but has no effect on messenger RNA expression in a mouse model of Huntington disease. J Neuropathol Exp Neurol.

[10] Becanovic K (2010). Transcriptional changes in Huntington disease identified using genome-wide expression profiling and cross-platform analysis. Hum Mol Genet.

[11] Langfelder P (2016). Integrated genomics and proteomics define huntingtin CAG length-dependent networks in mice. Nat Neurosci.

[12] Yu-Taeger L, Bonin M, Stricker-Shaver J, Riess O, Nguyen HH (2017). Dysregulation of gene expression in the striatum of BACHD rats expressing full-length mutant huntingtin and associated abnormalities on molecular and protein levels. Neuropharmacology.

[13] Reitz C, Mayeux R (2014). Alzheimer disease: epidemiology, diagnostic criteria, risk factors and biomarkers. Biochem Pharmacol.

[14] Ingre C, Roos PM, Piehl F, Kamel F, Fang F (2015). Risk factors for amyotrophic lateral sclerosis. Clin Epidemiol.

[15] Ascherio A, Schwarzschild MA (2016). The epidemiology of Parkinson’s disease: risk factors and prevention. Lancet Neurol.

[16] Mo C, Hannan AJ, Renoir T (2015). Environmental factors as modulators of neurodegeneration: insights from gene-environment interactions in Huntington’s disease. Neurosci Biobehav Rev.

[17] Zajac MS (2010). Wheel running and environmental enrichment differentially modify exon-specific BDNF expression in the hippocampus of wild-type and pre-motor symptomatic male and female Huntington’s disease mice. Hippocampus.

[18] Spires TL (2004). Environmental enrichment rescues protein deficits in a mouse model of Huntington’s disease, indicating a possible disease mechanism. J Neurosci.

[19] Pang TY, Du X, Zajac MS, Howard ML, Hannan AJ (2009). Altered serotonin receptor expression is associated with depression-related behavior in the R6/1 transgenic mouse model of Huntington’s disease. Hum Mol Genet.

[20] Nithianantharajah J, Barkus C, Murphy M, Hannan AJ (2008). Gene-environment interactions modulating cognitive function and molecular correlates of synaptic plasticity in Huntington’s disease transgenic mice. Neurobiol Dis.

[21] Lazic SE (2006). Neurogenesis in the R6/1 transgenic mouse model of Huntington’s disease: effects of environmental enrichment. Eur J Neurosci.

[22] Wood NI (2010). Responses to environmental enrichment differ with sex and genotype in a transgenic mouse model of Huntington’s disease. PLoS One.

[23] van Dellen A, Blakemore C, Deacon R, York D, Hannan AJ (2000). Delaying the onset of Huntington’s in mice. Nature.

[24] Renoir T (2013). Differential effects of early environmental enrichment on emotionality related behaviours in Huntington’s disease transgenic mice. J Physiol.

[25] Mo C, Renoir T, Pang TY, Hannan AJ (2013). Short-term memory acquisition in female Huntington’s disease mice is vulnerable to acute stress. Behav Brain Res.

[26] Wood NI, Glynn D, Morton AJ (2011). “Brain training” improves cognitive performance and survival in a transgenic mouse model of Huntington’s disease. Neurobiol Dis.

[27] Mo C, Renoir T, Hannan AJ (2014). Effects of chronic stress on the onset and progression of Huntington’s disease in transgenic mice. Neurobiol Dis.

[28] Mo C (2014). High stress hormone levels accelerate the onset of memory deficits in male Huntington’s disease mice. Neurobiol Dis.

[29] Yu-Taeger L (2012). A novel BACHD transgenic rat exhibits characteristic neuropathological features of Huntington disease. J Neurosci.

[30] Adjeroud N (2015). Reduced impact of emotion on choice behavior in presymptomatic BACHD rats, a transgenic rodent model for Huntington Disease. Neurobiol Learn Mem.

[31] Abada YS, Nguyen HP, Schreiber R, Ellenbroek B (2013). Assessment of motor function, sensory motor gating and recognition memory in a novel BACHD transgenic rat model for huntington disease. PLoS One.

[32] Abada YS, Nguyen HP, Ellenbroek B, Schreiber R (2013). Reversal learning and associative memory impairments in a BACHD rat model for Huntington disease. PLoS One.

[33] Pardon MC, Rattray I (2008). What do we know about the long-term consequences of stress on ageing and the progression of age-related neurodegenerative disorders?. Neurosci Biobehav Rev.

[34] de Kloet ER, Sibug RM, Helmerhorst FM, Schmidt MV (2005). Stress, genes and the mechanism of programming the brain for later life. Neurosci Biobehav Rev.

[35] Sale A, Berardi N, Maffei L (2014). Environment and brain plasticity: towards an endogenous pharmacotherapy. Physiol Rev.

[36] van Praag H, Kempermann G, Gage FH (2000). Neural consequences of environmental enrichment. Nat Rev Neurosci.

[37] Chen JY, Wang EA, Cepeda C, Levine MS (2013). Dopamine imbalance in Huntington’s disease: a mechanism for the lack of behavioral flexibility. Front Neurosci.

[38] Papale LA, Madrid A, Li S, Alisch RS (2017). Early-life stress links 5-hydroxymethylcytosine to anxiety-related behaviors. Epigenetics.

[39] Granholm L (2017). The expression of opioid genes in non-classical reward areas depends on early life conditions and ethanol intake. Brain Res.

[40] Smith R, Brundin P, Li JY (2005). Synaptic dysfunction in Huntington’s disease: a new perspective. Cell Mol Life Sci.

[41] Rozas JL, Gomez-Sanchez L, Tomas-Zapico C, Lucas JJ, Fernandez-Chacon R (2010). Presynaptic dysfunction in Huntington’s disease. Biochem Soc Trans.

[42] Brandstaetter H, Kruppa AJ, Buss F (2014). Huntingtin is required for ER-to-Golgi transport and for secretory vesicle fusion at the plasma membrane. Dis Model Mech.

[43] Woitecki AM (2016). Identification of Synaptotagmin 10 as Effector of NPAS4-Mediated Protection from Excitotoxic Neurodegeneration. J Neurosci.

[44] Ehrlich ME (2012). Huntington’s disease and the striatal medium spiny neuron: cell-autonomous and non-cell-autonomous mechanisms of disease. Neurotherapeutics.

[45] Jiang R, Diaz-Castro B, Looger LL, Khakh BS (2016). Dysfunctional Calcium and Glutamate Signaling in Striatal Astrocytes from Huntington’s Disease Model Mice. J Neurosci.

[46] Bradford J (2010). Mutant huntingtin in glial cells exacerbates neurological symptoms of Huntington disease mice. J Biol Chem.

[47] Oyama F (2006). Sodium channel beta4 subunit: down-regulation and possible involvement in neuritic degeneration in Huntington’s disease transgenic mice. J Neurochem.

[48] Ribeiro FM (2014). Metabotropic glutamate receptor 5 knockout promotes motor and biochemical alterations in a mouse model of Huntington’s disease. Hum Mol Genet.

[49] Buschler A, Manahan-Vaughan D (2017). Metabotropic glutamate receptor, mGlu5, mediates enhancements of hippocampal long-term potentiation after environmental enrichment in young and old mice. Neuropharmacology.

[50] Flor PJ, Battaglia G, Nicoletti F, Gasparini F, Bruno V (2002). Neuroprotective activity of metabotropic glutamate receptor ligands. Adv Exp Med Biol.

[51] Sun H, Kosaras B, Klein PM, Jensen FE (2013). Mammalian target of rapamycin complex 1 activation negatively regulates Polo-like kinase 2-mediated homeostatic compensation following neonatal seizures. Proc Natl Acad Sci USA.

[52] Du X (2015). The influence of the HPG axis on stress response and depressive-like behaviour in a transgenic mouse model of Huntington’s disease. Exp Neurol.

[53] Aziz NA (2009). Increased hypothalamic-pituitary-adrenal axis activity in Huntington’s disease. J Clin Endocrinol Metab.

[54] Iwasaki S, Inoue K, Kiriike N, Hikiji K (2000). Effect of maternal separation on feeding behavior of rats in later life. Physiol Behav.

[55] Lenglos C, Mitra A, Guevremont G, Timofeeva E (2013). Sex differences in the effects of chronic stress and food restriction on body weight gain and brain expression of CRF and relaxin-3 in rats. Genes Brain Behav.

[56] Harris RB (2002). Weight loss in rats exposed to repeated acute restraint stress is independent of energy or leptin status. Am J Physiol Regul Integr Comp Physiol.

[57] Marais L, van Rensburg SJ, van Zyl JM, Stein DJ, Daniels WM (2008). Maternal separation of rat pups increases the risk of developing depressive-like behavior after subsequent chronic stress by altering corticosterone and neurotrophin levels in the hippocampus. Neurosci Res.

[58] Hulshof HJ (2011). Maternal separation decreases adult hippocampal cell proliferation and impairs cognitive performance but has little effect on stress sensitivity and anxiety in adult Wistar rats. Behav Brain Res.

[59] Wigger A, Neumann ID (1999). Periodic maternal deprivation induces gender-dependent alterations in behavioral and neuroendocrine responses to emotional stress in adult rats. Physiol Behav.

[60] Plotsky PM (2005). Long-term consequences of neonatal rearing on central corticotropin-releasing factor systems in adult male rat offspring. Neuropsychopharmacology.

[61] Plotsky PM, Meaney MJ (1993). Early, postnatal experience alters hypothalamic corticotropin-releasing factor (CRF) mRNA, median eminence CRF content and stress-induced release in adult rats. Brain Res Mol Brain Res.

[62] Rubin TG, Gray JD, McEwen BS (2014). Experience and the ever-changing brain: what the transcriptome can reveal. Bioessays.

[63] Manfre G (2017). The BACHD Rat Model of Huntington Disease Shows Specific Deficits in a Test Battery of Motor Function. Front Behav Neurosci.

[64] Clemensson EK, Clemensson LE, Fabry B, Riess O, Nguyen HP (2017). Further investigation of phenotypes and confounding factors of progressive ratio performance and feeding behavior in the BACHD rat model of Huntington disease. PLoS One.

[65] Novak G, Fan T, O’Dowd BF, George SR (2013). Striatal development involves a switch in gene expression networks, followed by a myelination event: implications for neuropsychiatric disease. Synapse.

[66] Solt LA (2012). Regulation of circadian behaviour and metabolism by synthetic REV-ERB agonists. Nature.

[67] Maier T, Guell M, Serrano L (2009). Correlation of mRNA and protein in complex biological samples. FEBS Lett.

[68] Williams CJ, Dexter DT (2014). Neuroprotective and symptomatic effects of targeting group III mGlu receptors in neurodegenerative disease. J Neurochem.

[69] Betts MJ, O’Neill MJ, Duty S (2012). Allosteric modulation of the group III mGlu4 receptor provides functional neuroprotection in the 6-hydroxydopamine rat model of Parkinson’s disease. Br J Pharmacol.

[70] Slotten HA, Kalinichev M, Hagan JJ, Marsden CA, Fone KC (2006). Long-lasting changes in behavioural and neuroendocrine indices in the rat following neonatal maternal separation: gender-dependent effects. Brain Res.

[71] Wang Q, Shao F, Wang W (2015). Maternal separation produces alterations of forebrain brain-derived neurotrophic factor expression in differently aged rats. Front Mol Neurosci.

[72] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res.

[73] Andersen CL, Jensen JL, Orntoft TF (2004). Normalization of real-time quantitative reverse transcription-PCR data: a model-based variance estimation approach to identify genes suited for normalization, applied to bladder and colon cancer data sets. Cancer Res.

[74] Vandesompele J (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol.

[75] Andrews, S. *FastQC: a quality control tool for high throughput sequence data*. http://www.bioinformatics.babraham.ac.uk/projects/fastqc (2010).

[76] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[77] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[78] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform.

[79] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[80] Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD (2012). The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics.

[81] Maze I (2014). Analytical tools and current challenges in the modern era of neuroepigenomics. Nat Neurosci.

[82] Srinivasan K (2016). Untangling the brain’s neuroinflammatory and neurodegenerative transcriptional responses. Nat Commun.

[83] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[84] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol.

[85] Yu G, Wang LG, Han Y, He Q (2012). Y. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[86] Regan MR (2007). Variations in promoter activity reveal a differential expression and physiology of glutamate transporters by glia in the developing and mature CNS. J Neurosci.

[87] Jung S (2000). Analysis of fractalkine receptor CX(3)CR1 function by targeted deletion and green fluorescent protein reporter gene insertion. Mol Cell Biol.

[88] Gong S (2003). A gene expression atlas of the central nervous system based on bacterial artificial chromosomes. Nature.

[89] Ade KK, Wan Y, Chen M, Gloss B, Calakos N (2011). An Improved BAC Transgenic Fluorescent Reporter Line for Sensitive and Specific Identification of Striatonigral Medium Spiny Neurons. Front Syst Neurosci.

How the deposited data were processed for this re-analysis (not part of the article)

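RNA-seq counts from the striatum of 36 male BACHD and wildtype rats, aged 2 months and raised in a standard environment, an enriched environment or with maternal separation, were analysed, with 6 animals in each of 6 groups. Each library was assigned to its group from the genotype and environment in its label, where maternal separation is written as ELS. The authors aligned the reads with STAR to the Ensembl rat genome extended by the human *HTT* transgene and deposited raw counts per Ensembl gene, without normalization. The paper's text refers to raw counts provided by DESeq2 and names no other program for counting reads per gene. The values were checked to be whole numbers, and total counts per library ranged from 9895073 to 19284439. The labels and the methods of the paper give different read lengths, amounts of RNA and depths, and no value here uses them.

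Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0. Of 23965 genes, the 12657 with a mean raw count of at least 50 were tested. The edgeR quasi-likelihood model held 1 mean per group and 5 surrogate variables from svaseq, with TMM normalization. The number of surrogate variables came from the permutation procedure of num.sv with a seed of 1, whereas its asymptotic procedure gave 0. Genes with a Benjamini-Hochberg adjusted p of at most 0.1 and an absolute log2 fold change of at least 0.3 were called. Contrasts covered the TG/WT comparison in each environment, EE and MS against SE in each genotype, the interaction of genotype with EE and with MS, and the genotype and environment effects averaged over the other factor. Class I to III follow the paper's overlaps of called genes. Class profiles are means over genes of the log2 ratio of normalized counts, with 0.5 added, to the mean of WT_SE_, and they are not corrected for surrogate variables. Precision is given as the SD of 6 animals per group or as the standard error of the fitted log2 fold change.

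The procedure was tested on simulated counts with means, dispersions and surrogate variables taken from the data, in which 200 genes were changed in TG_EE_ by 0.5 or 1 on the log2 scale. The alternatives set before the data were examined were 0, 1 or 2 surrogate variables, a covariate for 6 runs or 18 pairs of consecutive library numbers in place of surrogate variables, and DESeq2 with and without the surrogate variables. They also included the size factors of DESeq2 in edgeR, a fit of only the 2 groups compared, 2 other minimum counts, an adjusted p of at most 0.05, no minimum fold change, and each animal left out in turn. For each result, 100 groupings of the same libraries, the real one included, were fitted with surrogate variables estimated anew. Groupings that redrew labels only within the runs of 6 libraries, 32 for each comparison of 2 groups and 100 for each interaction and its classes, were added after the results were seen and fitted with runs as covariate. Correlations across libraries were tested with 100000 permutations, and gene lists were compared with 10000 random lists of genes with similar mean counts.

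Gene symbols are not part of the count table, and the reference at hand does not pair Ensembl identifiers with symbols. The rule set for named genes was every gene named by the paper, marker genes, and for each comparison the 5 called genes with the largest fold change that the paper does not name. It could not be applied without symbols, so 4 genes are given by Ensembl identifier, chosen after their values were seen. For the same reason *Msantd1* was not excluded, and the fold of *HTT*, a score of clock genes, Gene Ontology terms, consensus modules, cell types and pathways were not analysed here. The fitted genes include no separate human *HTT* gene. The qPCR, Western blot and body weight experiments and the 12-month-old animals were not analysed here.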

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

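The tests in this part were set before their results were seen, and the genes were chosen after their values were seen. The total count and the normalized counts of 5 genes were tested in each of the 6 groups for a single animal far from the others by Dixon's criterion. Among these 36 tests, 4 such values were found, where 1.8 would be found by chance.

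ENSRNOG00000008346 had 436 normalized counts in 1 WT_SE_ animal, and the next highest animal of the group had 184. A technical explanation is a library that differs from its group in many genes. This library stood apart from its group in 242 of the tested genes, the highest number in the group, where the numbers ranged from 44 to 242. The libraries next to it stood apart in 230 and 214 genes, although they had only 156 and 184 normalized counts of this gene. The same library had the highest value of the first surrogate variable in its group, 0.566. Its total count of 13598588 lay inside the range of the group. A difference of the whole library was thus not set apart from a difference in this gene alone. No biological explanation was tested.

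ENSRNOG00000004179 had 228 normalized counts in 1 WT_EE_ animal, and the next highest had 118. This library stood apart in 338 genes, the highest number in a group with a range from 44 to 338, and its value of the first surrogate variable, 0.339, was the highest of the group. The high value may likewise belong to a difference of the whole library, and what set the library apart was not tested.

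ENSRNOG00000003357 had 157 normalized counts in 1 WT_EE_ animal, with 114 in the next highest, and 245 in 1 WT_MS_ animal, with 153 in the next highest. The WT_EE_ library stood apart in 119 genes, which other libraries of the group exceeded, and the WT_MS_ library in 99 genes, in a group with a range from 63 to 152. A difference of the whole library was thus not seen for these 2 values. With 4 values against 1.8 by chance, they cannot be told apart from ordinary variation between animals.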

How the results depend on the processing

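The alternatives were set before the data were examined. Without surrogate variables, 83 genes were called in TG_SE_/WT_SE_ (25 higher, 58 lower in TG), 21 in TG_EE_/WT_EE_, 9 in TG_MS_/WT_MS_ and 0 in EE/SE averaged over genotypes (598 genes at an unadjusted p under 0.05), and 80.3% of the class II genes changed against the transgenic effect after MS (the class II share). With 1 surrogate variable, 119 genes were called in TG_SE_/WT_SE_, 30 in TG_EE_/WT_EE_, 12 in the interaction with EE and 0 in EE/SE averaged (831 at an unadjusted p under 0.05), and the class II share after MS was 74.5%. With 2 surrogate variables, 31 genes were called in TG_MS_/WT_MS_ and 0 in EE/SE averaged (678 at an unadjusted p under 0.05), and the class II share was 100% in EE and 100% after MS.

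With the 6 runs of consecutive library numbers as covariate in place of surrogate variables, 144 genes were called in TG_SE_/WT_SE_, 50 in WT_MS_/WT_SE_ (49 lower after MS), 8 in the interaction with EE and 0 in EE/SE averaged (867 at an unadjusted p under 0.05), and the class II share after MS was 79.7%. With the 18 pairs of consecutive numbers, each a WT and a TG library of 1 environment, as covariate, 112 genes were called in TG_SE_/WT_SE_ and 12 in the interaction with EE. The labels give no replicate numbers and do not say whether these pairs were littermates.

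DESeq2 with the same surrogate variables called 33 genes in TG_MS_/WT_MS_, 2 in WT_EE_/WT_SE_ and 4 in EE/SE averaged. Without surrogate variables it called 118 genes in TG_SE_/WT_SE_, 30 in TG_MS_/WT_MS_, 1 in WT_EE_/WT_SE_, 60 in WT_MS_/WT_SE_, 10 in TG_EE_/TG_SE_, 19 in the interaction with EE, 1 in the interaction with MS, 2 in EE/SE averaged and 3 in MS/SE averaged, with a class II share after MS of 77.4%. A fit of only the 2 groups compared called 13 genes in TG_SE_/WT_SE_ and 20 in TG_EE_/WT_EE_, with a class II share after MS of 100%.

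Among genes with at least 50 counts in every sample, 25 were called in TG_EE_/WT_EE_, 47 in TG_MS_/WT_MS_, 2 in EE/SE averaged and 14 in all 3 TG/WT comparisons, and the class II share after MS was 80%. Among genes with at least 50 counts summed over the samples, 140 were called in TG/WT averaged. An adjusted p of at most 0.05 left 29 genes in TG_EE_/WT_EE_. With no minimum fold change, 42 genes passed in TG_SE_/WT_SE_, 129 in TG_EE_/WT_EE_, 26 in TG_MS_/WT_MS_ and 612 in TG/WT averaged. In the 12 fits per comparison that each left out 1 animal, the counts ranged from 14 to 29 in TG_SE_/WT_SE_, from 27 to 57 in TG_EE_/WT_EE_ and from 9 to 21 in TG_MS_/WT_MS_, and TG_EE_/TG_SE_ stayed at 0 (386 at an unadjusted p under 0.05 with all animals). The cause was not tested for any of these changes, apart from the tests of variation between libraries given under the other observations.

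The size factors of DESeq2 in edgeR changed the TG/WT counts by at most 1 gene, to 27 in TG_SE_/WT_SE_, 51 in TG_EE_/WT_EE_ and 18 in TG_MS_/WT_MS_. Across all alternatives, TG/WT averaged ranged from 61 to 612 genes, the genes called in all 3 comparisons from 6 to 14, and the class II share in EE from 83.3% to 100%. The genes called in TG_MS_/TG_SE_ stayed at 0. Those with an unadjusted p under 0.05 did not stay the same. They were 523 in the main fit, 1171 without surrogate variables and 1536 with runs as covariate. Whether more genes were called in EE than in SE depended on the setting, since SE had more with 0 or 1 surrogate variable, with runs or pairs as covariate, with DESeq2 without surrogate variables and among genes with at least 50 counts in every sample. Among 241 values of the other results, 137 stayed within the limits set for a change and 100 moved, of which 58 were higher and 42 lower. The other 4 belonged to the EE/SE change of ENSRNOG00000003357, which no longer passed the threshold with 0, 1 or 2 surrogate variables or with runs of libraries as covariate, at log2 fold changes from -0.56 to -0.44.

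Not run were the fold of *HTT* under 2 other scalings and the score of clock genes under another scaling, since the genes could not be identified.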

Differences from the paper's values

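The paper reports 29 DEGs in TG_MS_/WT_MS_ and 17 were called here. Of the 13 alternatives set before the data were examined, 7 came within a factor of 1.5 of the paper's number. These were 1 surrogate variable with 20 genes, 2 surrogate variables with 31, runs of libraries as covariate with 21, pairs of libraries with 20, DESeq2 with surrogate variables with 33, DESeq2 without them with 30, and no minimum fold change with 26.

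In TG_EE_/TG_SE_ the paper reports 7 DEGs and 0 were called here, with 386 genes at an unadjusted p under 0.05. DESeq2 without surrogate variables called 10, all higher in TG_EE_, and was the only 1 of the 12 alternatives to call any. Whether these include the genes that the paper lists could not be examined without gene symbols.

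For EE, the paper's class I holds 7 genes and 13 were found here. Within a factor of 1.5 were the fits without surrogate variables with 9, with 2 surrogate variables with 9, of only the 2 groups compared with 7, of genes with at least 50 counts summed over the samples with 7, and with an adjusted p of at most 0.05 with 9, while the 7 other alternatives were not. For MS, the paper's class II holds about 8 genes in Fig. 5, read by eye, and 15 were found here. Within the factor were 2 surrogate variables with 7, only the 2 groups compared with 7, at least 50 counts in every sample with 10, at least 50 summed with 12 and an adjusted p of at most 0.05 with 12. The paper's class III for MS holds about 17 genes in Fig. 5, read by eye, and 5 were found here. Within the factor were 2 surrogate variables with 18, DESeq2 with surrogate variables with 17 and without them with 18, at least 50 counts in every sample with 25 and no minimum fold change with 12.

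In Fig. 1d, read by eye, about 7 genes of the paper are DEGs in SE alone and 11 were found here. Within the factor were 2 surrogate variables with 7, only the 2 groups compared with 6, at least 50 counts in every sample with 9 and an adjusted p of at most 0.05 with 10. In MS alone the paper shows about 13 genes in Fig. 1d, read by eye, and 4 were found here. The alternatives within the factor were 1 surrogate variable with 9, 2 with 14, runs of libraries with 9, pairs of libraries with 10, and DESeq2 with surrogate variables with 15 and without them with 16. For the genes shared by SE and EE alone, the paper shows about 1 in Fig. 1d, read by eye, against 4 here, and only the fit of the 2 groups compared with 1 and the minimum of 50 counts in every sample with 1 came within the factor. For SE and MS alone the paper shows about 6 in Fig. 1d, read by eye, against 3 here, and 2 surrogate variables with 4, DESeq2 with surrogate variables with 8 and at least 50 counts in every sample with 8 came within the factor. For EE and MS alone the paper shows about 4 in Fig. 1d, read by eye, against 1 here, and 2 surrogate variables with 4 and no minimum fold change with 6 came within it.

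The paper gives a lower end of 15 M reads per library for its depth, whereas the lowest total of counts on genes was 9.90 M. No alternative bears on this pair of values, which measure different quantities.

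For class II after MS, the paper states an amelioration of the transgenic effect, whereas here 7 of 15 genes changed against that effect in TG_MS_/TG_SE_. The share was 46.7%. In 3 of the 10 alternatives with a value it stayed within the 95% confidence interval of that share. In the other 7 it lay above it, from 74.5% with 1 surrogate variable to 100% with 2. The fit with 2 surrogate variables also came within the factor of the paper's sizes of class II and class III for MS. It did not for the genes shared by SE and EE alone. The difference in the share thus depends at least in part on the number of surrogate variables, which the paper's text does not state.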

Other observations

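The tests of the second surrogate variable against the order of the libraries, of the direction of genes called in a single environment, of the shares for class III and of groupings within runs of libraries were chosen only after the result was seen, and the others before. Except within runs, each grouping test compared the real grouping with 100 groupings of the same libraries, the real one included.

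For TG/WT, 1 of 100 groupings, the real one, gave as many called genes in SE, 1 of 100 in EE, 1 of 100 in MS, 1 of 100 averaged over environments and 1 of 100 for the genes called in all 3 comparisons. The most genes called in another grouping was 24 in SE, 12 in EE, 7 in MS and 24 averaged. By the number of genes with an unadjusted p under 0.05, as many as in the real grouping were found in 28 of 100 groupings for SE, 1 for EE, 5 for MS and 1 averaged over environments, so by this measure SE was not set apart. Without surrogate variables, 4 of 100 groupings gave as many as the 83 genes of SE, and 1 grouping gave 439. For the 21 genes of EE it was 2 of 100, with up to 33 genes. For the 9 genes of MS it was 2 of 100, with up to 21, and for the 67 genes averaged over environments 1 of 100. By the unadjusted p it was then 16 of 100 for SE, 16 for EE, 26 for MS and 8 averaged over environments, so without surrogate variables EE and MS were not set apart by this measure either.

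For the environment, groupings were compared by the number of genes with an unadjusted p under 0.05. As many as in the real grouping were found in 41 of 100 groupings for WT_EE_/WT_SE_, 17 for WT_MS_/WT_SE_, 98 for TG_EE_/TG_SE_, 65 for TG_MS_/TG_SE_, 86 for the interaction with EE, 80 for the interaction with MS and 10 for MS/SE averaged over genotypes. Without surrogate variables the numbers were 75 for WT_EE_/WT_SE_, 20 for WT_MS_/WT_SE_, 18 for TG_EE_/TG_SE_ (1116 genes), 7 for TG_MS_/TG_SE_ (1171 genes), 41 and 48 for the interactions with EE and MS, 58 for EE/SE averaged and 6 for MS/SE averaged (1579 genes). For EE/SE averaged, 11 of 100 groupings called as many as 1 gene. In these groupings, which ignored the runs of libraries, the environment effects were not clearly told apart from ordinary differences between animals.

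Since each run of 6 libraries holds 1 animal of every group, groupings that redrew labels only within the runs were also fitted, with runs as covariate in place of surrogate variables. Each comparison of 2 groups has 32 such groupings, the real one included, so that 1 of 32 is the least that can be found. For TG/WT, as many genes as were called in the real grouping were called in 2 of 32 groupings for the 144 genes of SE, 1 for the 46 genes of EE and 1 for the 21 genes of MS. By the number of genes with an unadjusted p under 0.05, it was 4 of 32 for SE, 2 for EE and 4 for MS. In WT_MS_/WT_SE_, 50 genes were called, as many as in 2 of 32 groupings, and the 1415 genes with an unadjusted p under 0.05 were reached only by the real grouping. The other environment comparisons called 0 genes. As many genes with an unadjusted p under 0.05 as in the real grouping were found in 20 of 32 groupings for WT_EE_/WT_SE_ (607 genes), 7 for TG_EE_/TG_SE_ (1543) and 1 for TG_MS_/TG_SE_ (1536). For the interaction with EE, 9 of 100 groupings called as many as 8 genes and 27 had as many as 995 genes with an unadjusted p under 0.05, and for the interaction with MS, which called 0, 12 of 100 had as many as 872 genes with an unadjusted p under 0.05. A difference between MS and SE animals across many genes may thus be present within runs, while EE was not set apart in these groupings. No correction was made for the number of results compared in this way. The paper allocated whole litters to 1 environment, and the labels do not give the litter. The groupings treat animals as independent, so they cannot tell an effect of MS from differences between litters. The WT_MS_/WT_SE_ result may also come in part from the WT_SE_ animals. Of the 60 genes called there by DESeq2 without surrogate variables, 35 were also called in TG_SE_/WT_SE_, and 1 had the opposite direction there. In the edgeR fit with surrogate variables, 11 of the 60 had an unadjusted p under 0.05 and 49 kept their direction.

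The classes were tested by redrawing EE and SE, or MS and SE, within each genotype. In EE, 53 genes were called in only 1 of TG_SE_/WT_SE_ and TG_EE_/WT_EE_, and 73 of 100 groupings gave as many, with a median of 63 in the other groupings. A class II share of 85.7% or more was found in 59 of 100 groupings, with a median of 87.2%. In MS, 20 genes were called in only 1 of the comparisons, and 93 of 100 groupings gave as many, with a median of 30. A class II share of 46.7% or more was found in 99 of 100 groupings, with a median of 87.5%. For class III the share moving onward was as high in 80 of 100 groupings for EE and in 83 of the 97 groupings with a value for MS. For EE, classes of this size, with most of class II attenuated and most of class III stronger, thus also appeared when the environment was assigned at random, and a candidate explanation is that a gene near the threshold is called in 1 group of animals and not in another. For MS, the class II share lay at the low end of the groupings with surrogate variables, whereas without them it was 80.3%, reached in 66 of 100 groupings.

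The classes were also redrawn within the runs of 6 libraries, with runs as covariate in place of surrogate variables. In EE, 158 genes were called in only 1 of the comparisons, reached in 30 of 100 such groupings, the class II share was 92.2%, reached in 33, and the share of class III moving onward was 96.7%, reached in 16. In MS, 143 genes were called in only 1 of the comparisons, reached in 5 of 100, the class II share was 79.7%, reached in 63, and the share of class III moving onward was 70%, reached in 89. The directions within the classes were thus also found in random groupings within runs, for both EE and MS, while the number of genes called in only 1 comparison was reached less often for MS.

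A common transgenic effect was tested for the genes called in 1 environment. In EE alone 38 genes were called, and 36 had the same direction in the SE animals, which 0 of 10000 random gene lists reached. In SE alone 11 genes were called, and 11 had the same direction in the EE animals, which 22 of 10000 lists reached. In the MS animals, 27 of the 38 genes of EE had the same direction, which 398 of 10000 lists reached, and 10 of the 11 genes of SE, which 184 reached. The 4 genes called in MS alone had the same direction in SE and EE, which 921 and 1049 of 10000 lists reached. No animal is shared between the comparisons, although the surrogate variables were estimated from all animals together. The random lists do not account for genes that vary together, as those called in SE did in the other libraries, so that the numbers of lists may overstate the evidence, above all for the 11 genes of SE. With this limit, the values may reflect a transgenic effect common to SE and EE for many genes called in 1 of them, with a weaker tendency in MS, and the genes called in MS alone were too few to set apart from random lists.

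Variation between libraries unrelated to genotype and environment was tested by asking whether genes, signed by their fold change, vary together in the 24 libraries outside the comparison. The 83 genes called in TG_SE_/WT_SE_ without surrogate variables had a mean correlation of 0.296, and 0 of 10000 random lists had as high a value. The 27 genes called with surrogate variables had 0.0926, and 8 of 10000 lists were as high. For the 52 genes of EE the value was 0.0138, with 2517 of 10000 lists as high. The genes called in SE may therefore be in part those that vary between libraries for reasons other than the groups, less so with surrogate variables. The 10 genes that DESeq2 without surrogate variables called in TG_EE_/TG_SE_ had a mean correlation of 0.313, and the 60 genes it called in WT_MS_/WT_SE_ had 0.484, and 0 of 10000 lists were as high for either. This variation could contribute to both sets of calls. All 10 genes had the opposite direction in TG_SE_/WT_SE_, where 6 of them were also called. Both comparisons share the TG_SE_ animals, so the 10 calls may come in part from those animals. A response of these genes to EE in TG animals was not excluded. That the 10 genes kept their direction with surrogate variables cannot decide it, since they were called in the same animals.

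The second surrogate variable correlated with the library number, with a Pearson r of 0.742. The libraries may therefore differ by the order in which they were handled, which the groups share evenly. The first surrogate variable correlated with neither the total count, with r of 0.181 (adjusted permutation p = 0.532), nor the share of the 10 most counted genes, with r of -0.136 (adjusted permutation p = 0.593). Library size and a few highly counted genes were thus not seen as its source. The first variable correlated with the library number with r of 0.429 (adjusted permutation p = 0.0374). Within the runs of 6 libraries r was -0.186, so the rise was not seen within runs.

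The 18 pairs of WT and TG libraries with consecutive numbers had a mean correlation of 0.175 in their deviations from the group means, against -0.00515 for other pairs between groups (permutation p = 5e-04). Pairs in the same run of 6 that were not consecutive had 0.121. The other pairs between groups include those of different runs, which had -0.0254, so this comparison does not set a pair apart from its run. With the runs removed, the mean was -0.134 for the pairs and -0.213 for pairs of the same run that were not consecutive. Libraries of a run, and consecutive libraries, may share steps of their preparation. No date or batch was given to test it further.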
